# Sex-based disparities in DNA methylation and gene expression in late-gestation mouse placentas

**DOI:** 10.1186/s13293-023-00577-w

**Published:** 2024-01-06

**Authors:** Lisa-Marie Legault, Mélanie Breton-Larrivée, Alexandra Langford-Avelar, Anthony Lemieux, Serge McGraw

**Keywords:** Placenta, DNA methylation, Gene expression, Late pregnancy, Mouse, Sex differences, Development

## Abstract

**Background:**

The placenta is vital for fetal development and its contributions to various developmental issues, such as pregnancy complications, fetal growth restriction, and maternal exposure, have been extensively studied in mice. The placenta forms mainly from fetal tissue and therefore has the same biological sex as the fetus it supports. Extensive research has delved into the placenta’s involvement in pregnancy complications and future offspring development, with a notable emphasis on exploring sex-specific disparities. However, despite these investigations, sex-based disparities in epigenetic (e.g., DNA methylation) and transcriptomic features of the late-gestation mouse placenta remain largely unknown.

**Methods:**

We collected male and female mouse placentas at late gestation (E18.5, *n* = 3/sex) and performed next-generation sequencing to identify genome-wide sex differences in transcription and DNA methylation.

**Results:**

Our comparison between male and female revealed 358 differentially expressed genes (DEGs) on autosomes, which were associated with signaling pathways involved in transmembrane transport and the responses to viruses and external stimuli. X chromosome DEGs (*n* = 39) were associated with different pathways, including those regulating chromatin modification and small GTPase-mediated signal transduction. Differentially methylated regions (DMRs) were more common on the X chromosomes (*n* = 3756) than on autosomes (*n* = 1705). Interestingly, while most X chromosome DMRs had higher DNA methylation levels in female placentas and tended to be included in CpG dinucleotide-rich regions, 73% of autosomal DMRs had higher methylation levels in male placentas and were distant from CpG-rich regions. Several DEGs were correlated with DMRs. A subset of the DMRs present in late-stage placentas were already established in mid-gestation (E10.5) placentas (*n* = 348 DMRs on X chromosome and 19 DMRs on autosomes), while others were acquired later in placental development.

**Conclusion:**

Our study provides comprehensive lists of DEGs and DMRs between male and female that collectively cause profound differences in the DNA methylation and gene expression profiles of late-gestation mouse placentas. Our results demonstrate the importance of incorporating sex-specific analyses into epigenetic and transcription studies to enhance the accuracy and comprehensiveness of their conclusions and help address the significant knowledge gap regarding how sex differences influence placental function.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-023-00577-w.

## Highlights

- In the mouse placenta, sex-specific gene expression and DNA methylation profiles, enriched in various metabolic and developmental pathways, are observed for both X-linked and autosomal genes from mid-gestation onward.
- Regions with different DNA methylation are commonly found in CpG-rich areas on the X chromosomes and in CpG-poor regions on autosomes.
- A subset of the DMRs observed in late-stage placentas were already established in mid-gestation placentas, whereas others were acquired during the later stages of placental development.
- Several DNA methylation sex differences could be correlated with sex differences in gene expression.
- The results highlight the importance of including sex-based analyses in epigenetic and transcriptional studies of the mouse placenta.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-023-00577-w.

## Plain language summary

The placenta is a crucial organ for a healthy pregnancy and proper fetal development, and its functions are often studied in mice. The placenta stems from the developing embryo, and therefore shares its sex. Male fetuses have higher risks of pregnancy complications and neurodevelopmental disorders, and these risks are linked to placenta functions. However, how the placenta’s sex influences the proteins it contains—and therefore, how it helps the fetus develop—remains largely unknown. We used cutting-edge techniques to systematically examine late-pregnancy mouse placentas, cataloging the genes being expressed (i.e., sections of DNA used to make proteins) and the patterns of a specific DNA mark (called methylation) that controls gene expression. We identified several genes with important placental functions, such as protecting the fetus from viruses and responding to environmental changes, whose expression levels were sex-specific. We also observed differences in DNA methylation between male and female placentas. Most DNA methylation differences were on the X chromosomes, and the majority had higher methylation levels in female placentas. Conversely, on other chromosomes, most differences present an increased level of DNA methylation in male placentas. As methylation affects gene expression, we found links between the changes. Additionally, we found that some sex differences in the placenta were already present earlier in pregnancy. Our findings provide important insights into the molecular differences between male and female mouse placentas during late pregnancy. Including sex-specific analyses in placenta studies will improve our understanding of how the placenta ensures the healthy development of male and female fetuses.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-023-00577-w.

## Background

Biological sex significantly impacts various aspects of life, ranging from cellular processes to the overall functioning of the organism. The placenta plays a critical role in allocating maternal–fetal resources, including oxygenation, nutrition, and metabolic exchanges between the mother and the fetus. It also acts as a protective barrier, responding to infection, stress, and other external factors to safeguard the developing fetus [1–3]. The placenta comprises mainly tissue derived from early embryonic development and shares the same sex chromosomes as the embryo. Still, many studies do not consider the roles of the placenta’s biological sex in their analyses.

Given its importance for fetal development, placental dysfunction and altered responses to external stressors can lead to numerous pregnancy complications, including preeclampsia, fetal growth restriction, gestational diabetes, and preterm birth [4, 5]. Recent studies demonstrate that the placenta has sex-specific responses to certain stimuli or perturbations, which influence their impacts on the embryo [6–8]. These findings align with existing evidence—primarily based on meta-analyses of human pregnancies—consistently indicating that male fetuses have higher susceptibility to pregnancy complications such as gestational diabetes, premature membrane rupture, preterm birth, and macrosomia [8–14]. Males also exhibit a higher prevalence of neurodevelopmental disorders, including dyslexia and attention deficit hyperactivity disorder. The increased occurrence of neurodevelopmental disorders in males has been associated with placental dysfunction and adaptations to diverse pregnancy conditions [6]. Nevertheless, substantial evidence directly linking these disorders to placental malfunction remains elusive. Collectively, the evidence indicates that biological sex influences how the placenta functions and adapts to diverse pregnancy conditions; however, how sex-specific epigenetic and transcriptomic responses contribute to these increased risks to male fetuses remains unknown.

The critical roles of DNA methylation and gene expression in regulating development have been studied in detail in various biological systems [15–17]. Significant differences in the methylation patterns and gene expression levels of an embryo and its placenta are established quickly after implantation [18, 19]. Mouse embryos display sex-specific DNA methylation patterns, which can be differently altered following adverse maternal exposure (e.g., alcohol, environmental toxicant, drug) [20–23]. While initially thought to occur primarily on sex chromosomes, sex differences in DNA methylation and gene expression have been detected throughout the genome in various tissues and organs, including the human placenta [24–29]. Systematically investigating the DNA methylation and gene expression profiles of male and female mouse placentas will provide valuable insights into these sex-based variations in placental functions.

In this study, we have systematically identified DNA methylation and gene expression sex differences between male and female late-gestation mouse placentas. We uncovered numerous disparities in genes linked to important placental functions and embryonic development, including some on autosomal chromosomes. Our findings underscore the importance of including male and female samples and analyzing them independently, as biological sex results in important molecular differences that could profoundly impact a study’s results.

## Methods

### Mouse studies and tissue collection

All animal studies were approved by the CHU Ste-Justine Research Center *Comité Institutionnel de Bonnes Pratiques Animales en Recherche* under the guidance of the Canadian Council on Animal Care. Male and female C57BL/6 mice (Charles River Laboratories, Wilmington, MA, USA) were housed in a 12 h light/dark cycle with unlimited access to food and water and were mated at 8 weeks old. Females who had developed copulatory plugs by the next morning were considered pregnant with day 0.5 embryos (E0.5) and were separated from the males and housed together. The pregnant mice were euthanized at E10.5 or E18.5, and the placentas were dissected to remove maternal tissue (myometrium and decidua) under Leica Stereo Microscope, flash frozen in liquid nitrogen, and stored at − 80 °C until DNA and RNA extraction. The sex of each placenta was determined by *Ddx3* qPCR using digested DNA from the corresponding embryo’s tail [21].

### DNA/RNA extraction and library preparation

We selected healthy looking placentas from three different litters (*n* = 3/sex) for DNA and RNA extraction. Whole placentas were homogenized to powder in liquid nitrogen. Samples were split in two, and the halves were used to extract genomic DNA with a QIAamp DNA Micro Kit (Qiagen, Hilden, Germany, #56304) and RNA using a RNeasy Mini Kit (Qiagen #74004), respectively, following the manufacturer’s recommendations. Extracted DNA and RNA were quantified using a Qubit dsDNA BR (Broad Range) Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA, #Q32853) and a High Sensitivity RNA assay kit (Thermo Fisher Scientific, #Q32852), respectively, on a Qubit 3.0 Fluorometer (Thermo Fisher Scientific #Q33217).

Mouse methyl capture sequencing (Methyl-Seq) libraries were generated using the SureSelect^*XT*^ Methyl-Seq Target Enrichment System (Agilent, Santa Clara, CA, USA, #G9651B) and the SureSelect^*XT*^ Mouse Methyl-Seq target enrichment panel (Agilent, #5191–6704) following the manufacturer’s recommendations. Briefly, 1 µg of genomic DNA was used for library preparation. Target regions were enriched by biotinylated precipitation, followed by sodium bisulfite conversion and library amplification/indexing. Libraries were quantified using a Qubit dsDNA HS (High Sensitivity) Assay Kit (Thermo Fisher Scientific #Q32854) on a Qubit 3.0 Fluorometer. Library quality control was assessed using a BioAnalyzer (Agilent) followed by paired-end sequencing on a NovaSeq 6000 S4 sequencer at the Genome Québec core facility. We obtained 112–139 M reads for the sequenced libraries.

Reduced Representation Bisulfite Sequencing libraries were performed based on the rapid RRBS protocol (rRRBS) [19, 21, 30–32]. Briefly, 500 ng of DNA was digested with *Msp1* restriction enzyme and adapters were attached to DNA fragments. DNA was converted using sodium bisulfite treatment and amplification/indexation of libraries was performed. Libraries were quantified using QuBit fluorimeter apparel with the High Sensitivity DNA assay kit (ThermoFisher Scientific #Q32854). Quality of the libraries was assessed using BioAnalyzer followed by paired-end sequencing was done on Illumina HiSeq 2500 at the Genome Québec core facility.

We generated mRNA-sequencing (mRNA-Seq) libraries using 500 ng of good-quality RNA (RIN ˃7and a NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs, Ipswich, MA, USA, #E7760L) at the Genome Québec core facility and paired-end sequenced on a NovaSeq6000 S4 sequencer. We obtained 26–40 M reads for the sequenced libraries.

### Bioinformatics analyses

Post-sequencing bioinformatic analyses of mRNA-Seq data were performed using the GenPipes RNA-Seq pipeline (v4.1.2) [33] with alignment to the mouse GRCm38 genome (mm10). Differential gene expression analysis was performed with the R (v3.5.0) package DESeq2 (v1.24.0) [34], including multiple testing correction using the Benjamini–Hochberg false discovery rate procedure, at a significance threshold of *p* < 0.05 with a normalized read count ≥ 1 in all replicates to get a broad overview of placenta transcriptome, including genes presenting a low level of expression.

Methyl-Seq data were analyzed using the GenPipes Methyl-Seq pipeline (v3.3.0) [33] with reads aligned to the mouse GRCm38 reference genome, and methylation counts were obtained using Bismark (v0.18.1) [35]. rRRBS data were analyzed using our custom pipeline [31], including tools such as Trim Galore (v0.3.3) [36], BSMAP (v2.90) [37] and R, with alignment to the mouse GRCm38 reference genome. DMRs for both Methyl-Seq and rRRBS datasets were identified with the R package MethylKit (version 1.8.1) [38] using the Benjamini–Hochberg false discovery rate procedure. Fixed parameters were used, including 100-bp stepwise tiling windows and a threshold of *q* < 0.01. Reported DNA methylation levels represent the average methylation levels of all CpG dinucleotides (CpGs) within a tile for all samples within a condition. The number of CpGs and bisulfite conversion rate (> 96%) of each tile were obtained using a custom Perl script [21].

Genome annotation of the tiles was performed using Homer (version 4.10.1) [39] and the mouse mm10 reference genome. Intragenic regions were defined as all annotations not in promoter or intergenic regions, such as 3’ UTR (untranslated regions), 5’ UTR, exons, introns, TTS (transcriptional termination site), non-coding regions. Gene ontology term enrichment analyses of differentially methylated tiles located in intragenic regions were performed in Metascape (metascape.org) [40]. Repeats and CpG island coordinates for the mm10 genome were obtained from the UCSC Genome Browser (genome.ucsc.edu) [41]. CpG shores and CpG shelves represent the regions within 0–2 kb and 2–4 kb of CpG islands, respectively, as previously described [19, 21]. Statistical analyses were performed in R (v3.5.0) or GraphPad Prism (version 9.5.0; GraphPad Software, San Diego, CA, USA).

## Results

### Late-gestation mouse placentas have sex-specific gene expression profiles

To reveal the molecular differences between male and female placentas during mouse development, we first conducted an in-depth gene expression analysis of six whole E18.5 placentas (*n* = 3/sex, from three different litters) using RNA-Seq. The expressed genes were divided into three groups based on their location on autosomal chromosomes, the X chromosomes, or the Y chromosome. We found that male placentas contained more transcribed autosomal genes than their female counterparts (i.e., number of genes expressed with a normalized read counts ˃1 in all 3 replicates of one sex; 26,182 vs. 25,758; Fig. 1A). Female placentas had slightly more transcribed X chromosome genes than male placentas (1139 and 1129 in male and female placentas, respectively; Fig. 1A). As expected, Y chromosome gene expression was observed exclusively in male placentas, with seven transcripts detected (Additional file 3: Figure S1).

**Fig. 1:**
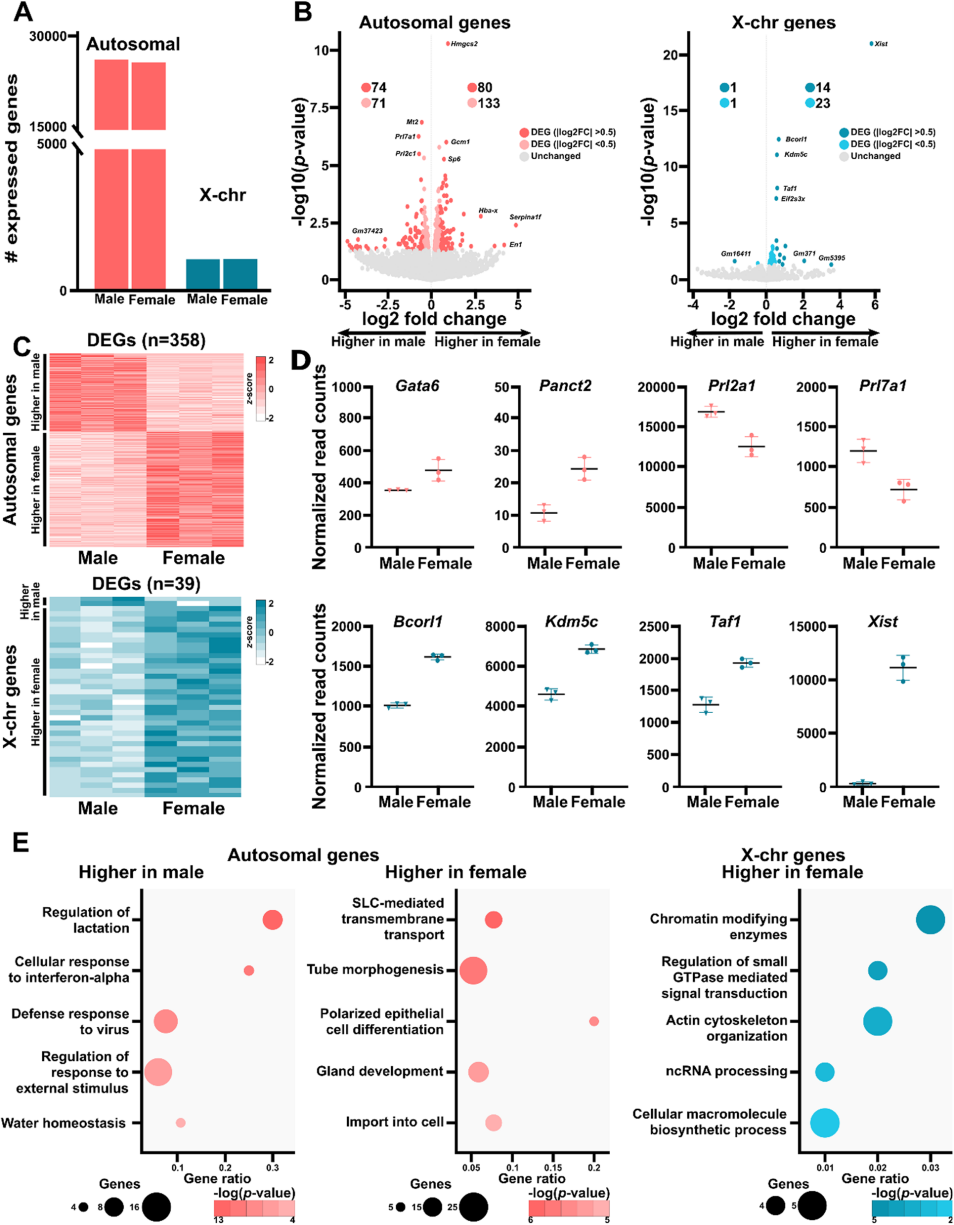
DEGs occur throughout the genomes of late-gestation mouse placentas. **A** Genes expressed in male and female E18.5 placentas from the autosomes (male *n* = 26,182, female *n* = 25,758) and X chromosomes (male *n* = 1126, female *n* = 1139). Genes included had read counts ˃ 0 in all samples of the relevant sex. **B** Differential expression analysis of autosomal (*n* = 28,194; left) and X chromosomal (*n* = 1286; right) genes in male and female placentas. Statistically significant DEGs are represented by colored dots (*p* < 0.05; *n* = 358 autosomal, *n* = 39 X chromosomal). Darker dots indicate genes with |log_2_ fold change| values > 0.5 (*n* = 154 autosomal, *n* = 15 X chromosomal). **C** Expression levels (*z*-scores) of 358 autosomal (top) and 39 X chromosomal (bottom) DEGs. **D** Normalized read counts of genes with sex-specific expression. **E** The top five pathways associated with the autosomal (left and middle) and X chromosome (right) DEGs

We identified 397 significantly differentially expressed genes (DEGs; *p* < 0.05) between male and female placentas. The majority (358) were located on autosomal chromosomes; of these, 145 were more highly expressed in male placentas and 213 were higher in female placentas (Fig. 1B and C; Table 1). The X chromosomes contained 39 DEGs, with two and 37 upregulated in male and female placentas, respectively (Fig. 1B and C; Table 2). Strikingly, many of the DEGs on autosomal chromosomes (43%) and X chromosomes (38%) had |log_2_ fold change| values ≥ 0.5, indicating substantial differences in gene expression between male and female placentas from all shared chromosomes (Fig. 1B). Most genes (99%) had < 10,000 normalized read counts, and approximately 62% (*n* = 18,277) had < 100 normalized read counts (Additional file 3: Figure S2A, B). DEGs on autosomal or X chromosomes were not restricted to genes with lower normalized read counts but were distributed across the abundance spectrum, as observed for genes without sex-specific expression (Additional file 3: Figure S2A–B). DEGs included *Gata6*, *Panct2*, *Prl2a1*, and *Prl7a1* on the autosomes and *Bcorl1*, *Kdm5c*, *Taf1,* and *Xist* on the X chromosomes (Fig. 1D).

**Table 1:** Top DEGs on autosomal chromosomes (*p* < 0.05)

Gene symbol	Chromosome	Change in expression (log2 fold change)
Increased in male placentas		
* Pcdhb8*	18	− 4.28
* Oprm1*	10	− 4.21
* Klk1b8*	7	− 4.13
* Cyp4a29*	4	− 4.11
* Acnat1*	4	− 2.71
* Ctnna3*	10	− 2.66
* Efcab1*	16	− 1.90
* Aknaos*	4	− 1.80
* Clrn3*	7	− 1.66
* Ccdc172*	19	− 1.59
* Dazl*	17	− 1.50
* Cidec*	6	− 1.48
* Ctse*	1	− 1.42
* Sohlh2*	3	− 1.40
* Ccl2*	11	− 1.24
* Sycp1*	3	− 1.20
* Cd48*	1	− 1.17
* Cftr*	6	− 1.15
* Rnf180*	13	− 1.03
* Mnda*	1	− 0.96
Increased in female placentas		
* Serpina1f*	12	4.87
* En1*	1	4.19
* Fezf1*	6	3.64
* Krt77*	15	2.85
* Dsc3*	18	2.28
* Hba-x*	11	1.86
* Them5*	3	1.78
* Slc22a1*	17	1.77
* Dsg3*	18	1.67
* Acsm3*	7	1.27
* Panct2*	1	1.20
* Slc51a*	16	1.18
* Mst1*	9	1.12
* Fgf18*	11	1.12
* Bnc1*	7	1.11
* Trpv3*	11	1.07
* Aspa*	11	1.07
* Sall3*	18	0.98
* Pramel6*	2	0.97
* Pramel6*	2	0.97

**Table 2:** Top differentially expressed genes on the X chromosomes (*p* < 0.05)

Gene symbol	Change in expression (log2 fold change)
Increased in male placentas	
* Gm16411*	− 1.72
* AA414768*	− 0.47
Increased in female placentas	
* Xist*	5.73
* Ripply1*	1.04
* Xkrx*	0.97
* Tmem255a*	0.88
* Trpc5os*	0.74
* Ogt*	0.71
* Bcorl1*	0.68
* Taf1*	0.59
* Igsf1*	0.58
* Kdm5c*	0.58
* S100g*	0.55
* Eif2s3x*	0.54
* Pin4*	0.48
* Iqsec2*	0.41
* Utp14a*	0.41
* Drp2*	0.41
* Wnk3*	0.39
* Kdm6a*	0.35
* Suv39h1*	0.34
* Alas2*	0.34

Gene ontology term enrichment analysis of autosomal DEGs with higher expression in male placentas revealed roles in regulating lactation (*Prl3d1*, *Prl2c2*), viral defense (*Apobec1*, *Ifi203*), and regulating responses to external stimuli (*C3ar1*, *Oprm1*; Fig. 1E, left panel). In contrast, autosomal DEGs with higher expression in female placentas were enriched for roles in SLC-mediated transmembrane transport (*Slc22a1*, *Slc39a8*), tube morphogenesis (*Ackr3*, *Fgf18*), and gland development (*Cebpa*, *Ephb3*; Fig. 1E, middle panel). X chromosome DEGs were notably enriched in genes encoding chromatin modifying enzymes (*Kdm5c*, *Xist*) and regulating small GTPase-mediated signal transduction (*Amot*, *Ogt*), actin cytoskeleton organization (*Arhgap6*, *Shroom2*), non-coding RNA processing (*Suv39h1*, *Ftsj1*), and cellular macromolecule biosynthesis (*Alas2*, *Eif2s3x*; Fig. 1E, right panel).

These results reveal significant transcriptomic differences between male and female late-gestation mouse placentas. Notably, these differences extend beyond genes located on the sex chromosomes, indicating comprehensive impacts on gene expression throughout the autosomal genome.

### Late-gestation mouse placentas display DNA methylation sex differences

To further investigate sex-specific molecular differences in late-gestation mouse placentas, we generated genome-wide DNA methylation profiles of the same six E18.5 placenta samples using Methyl-Seq. After applying thresholds (e.g., minimum two CpGs, 100-bp tiles, 10 × coverage in all samples), we identified 756,638 tiles covering 2.4 million CpGs (Additional file 3: Figure S3). Although the global DNA methylation patterns on these tiles were generally similar between male and female placentas (Additional file 3: Figure S3A), we observed higher mean methylation values in male placentas (38.3%) than in female placentas (37.6%; Additional file 3: Figure S3B). This trend was maintained across all autosomes (38.4% vs. 37.7%); however, the X chromosomes exhibited higher mean methylation levels in female placentas (29.9%) than in male placentas (29.0%; Additional file 3: Figure S3C). These differences caused notable shifts in the percentages of tiles in different methylation categories (e.g., 0–10% to 90–100%) between both the autosomal and X chromosomes of male and female placentas (Additional file 3: Figure S3D, E).

We next analyzed the tiles to identify differentially methylated regions (DMRs; 100-bp tiles, > 10% increase or decrease, *q* < 0.01) in the genomes of male and female placentas. On autosomal chromosomes, we found 1705 DMRs (0.2% of the 745,699 tiles) between male and female placentas (Fig. 2A–C; Additional file 1: Table S1). Of these, 73% (*n* = 1251) and 27% (n = 454) exhibited higher methylation levels in male and female placentas, respectively. Considerably more DMRs (*n* = 3756; 34% of 10,939 tiles) were observed on the X chromosomes, with 66% (*n* = 2491) and 34% (*n* = 1265) displaying higher methylation levels in female and male placentas, respectively (Fig. 2A–C; Additional file 1: Table S1). Most autosomal (86%) and X chromosomal (72%) DMRs had 10–20% changes in their methylation levels between male and female placentas (Fig. 2D). Only 2% of the autosomal DMRs and 4.5% of the X chromosomal DMRs had a > 30% change in methylation between the sexes.

**Fig. 2:**
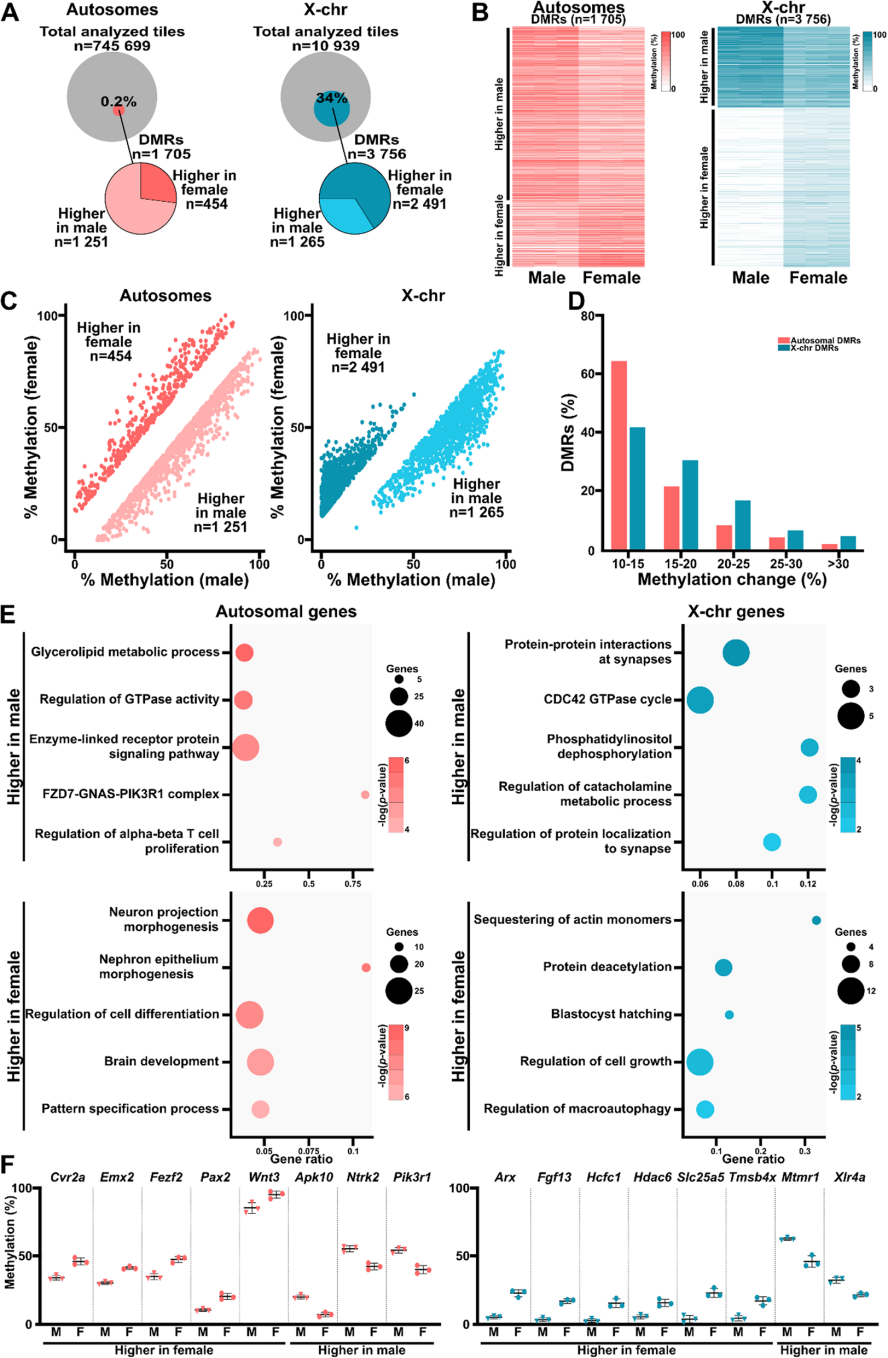
DMRs are present throughout the genomes of late-gestation mouse placentas. **A** Schematic of the analyzed tiles in autosomes (left) and X chromosomes (right). DMRs exhibiting higher methylation levels in male or female placentas are indicated. **B** DNA methylation levels of autosomal (left) and X chromosome (right) DMRs in male and female E18.5 placentas. Samples are clustered by methylation level. **C** DMRs located on autosomes (left) and X chromosomes (right). Dark colors represent regions with ≥ 10% increased methylation in female placentas (higher in female), while light colors represent regions with ≥ 10% decreased methylation in female placentas (higher in male). **D** The proportions of autosomal and X chromosomal DMRs that caused DNA methylation level changes of various magnitudes. **E** The top five pathways enriched in autosomal (left) and X chromosomal (right) genes with DMRs that result in higher methylation levels in male (top) and female (bottom) placentas. **F** DNA methylation levels of autosomal (left) and X chromosomal (right) DMRs associated with the top five enriched pathways in male and female placentas

X chromosome DMRs with higher methylation in female placentas had average methylation levels below 50% in both sexes, while DMRs with higher methylation in male placentas predominantly displayed > 50% methylation (Fig. 2C). This distribution was not observed for autosomal DMRs (Fig. 2C). Some example DMRs are shown in Additional file 3: Figure S4A, including *Cflr2*, which is involved in cell proliferation and hematopoietic system development; *Bcl2l11*, which is implicated in apoptosis, *Morf4l2*, which is predicted to play a role in heterochromatin assembly, and *Xist*, a well-known X chromosome inactivation factor. The top 20 DMRs on autosomes and X chromosomes are listed in Tables 3 and 4, respectively. Most DMRs were located in intronic and intergenic regions (76% and 56% on the autosomes and X chromosomes, respectively; Additional file 3: Figure S4B). However, 26% of DMRs on the X chromosomes were located in promoter regions. We also observed methylation level changes across various genomic features on both the autosomes and X chromosomes (e.g., introns, promoters, transcriptional start sites (TTSs), 3′ and 5′ untranslated regions (UTRs), and intergenic regions; Additional file 3: Figure S4C).

**Table 3:** Top autosomal DMRs

Gene symbol	Chromosome	Annotation	Change in methylation
Increased in male placentas			
* Ube2k*	5	Promoter-TSS	− 36.70
* Tiam2*	17	Intron	− 35.97
* Map1b*	13	Intron	− 35.44
* Ccdc116*	16	3′ UTR	− 35.31
* Pygb*	2	Intron	− 35.00
* Ccdc60*	5	Intron	− 34.52
* Snord116l2*	7	Intron	− 33.61
* Lrpprc*	17	Intron	− 33.26
* Jdp2*	12	TTS	− 32.69
* Col6a3*	1	Intron	− 32.53
* Slc36a3*	11	Exon	− 31.99
* Ddr1*	17	Intron	− 30.82
* Mrpl45*	11	3′ UTR	− 29.56
* Alg6*	4	Intron	− 29.31
* Mir218-2*	11	Intron	− 28.90
* Trhr2*	8	Intron	− 28.86
* Tssc4*	7	Exon	− 28.82
* Krtdap*	7	TTS	− 27.75
* Gip*	11	Exon	− 27.73
* Nuak1*	10	Intron	− 27.59
Increased in female placentas			
* Proz*	8	TTS	38.15
* Tmem267*	13	Promoter-TSS	36.91
* Cdk5rap1*	2	Intron	34.71
* Stam2*	2	Intron	34.66
* Cdk5rap1*	2	Exon	33.96
* Clip4*	17	Intron	33.56
* Cacng3*	7	Promoter-TSS	32.84
* Tmem267*	13	Promoter-TSS	32.32
* Pbx1*	1	Intron	32.25
* Adamts2*	11	Intron	30.96
* Cdk5rap1*	2	Intron	30.28
* Dennd1c*	17	Promoter-TSS	29.27
* Tmem267*	13	Promoter-TSS	29.02
* Tmem267*	13	Promoter-TSS	27.87
* Mbp*	18	Intron	27.65
* Ppox*	1	TTS	27.44
* Phf19*	2	Intron	25.47
* Bcl2l11*	2	Intron	25.26
* Nckap5*	1	Intron	25.05
* Cdk5rap1*	2	Intron	25.01

**Table 4:** Top X-chromosome DMRs

Gene symbol	Annotation	Change in methylation
Increased in male placentas		
* Firre*	Intron	− 47.74
* Firre*	Intron	− 46.93
* Firre*	Intron	− 46.80
* Xist*	Non-coding	− 45.23
* Firre*	Intron	− 43.31
* Firre*	Intron	− 42.18
* Xist*	Non-coding	− 40.44
* Firre*	Intron	− 40.22
* Firre*	Intron	− 39.42
* Xist*	Non-coding	− 39.07
* Xist*	Non-coding	− 38.95
* Ikbkg*	Intron	− 38.63
* Firre*	Intron	− 38.53
* Mir3620*	Intron	− 38.31
* Xist*	Promoter-TSS	− 37.99
* Firre*	Intron	− 37.88
* Firre*	Intron	− 37.55
* Firre*	Intron	− 36.76
* Firre*	Intron	− 36.44
* Firre*	Intron	− 36.39
Increased in female placentas		
* Morf4l2*	Intron	39.94
* Pja1*	Intron	39.38
* Msl3*	Intron	36.36
* Efnb1*	5′ UTR	36.02
* Taf7l*	Intron	35.63
* Amer1*	Intron	35.58
* Ddx3x*	Intron	35.23
* Pja1*	Intron	34.69
* Atp6ap1*	Intron	33.83
* Las1l*	Intron	32.74
* Pgk1*	Promoter-TSS	32.59
* Sox3*	3′ UTR	32.54
* Mir1970*	5′ UTR	31.52
* Cnksr2*	Intron	31.30
* Sox3*	Exon	31.29
* Rab33a*	Promoter-TSS	30.96
* Msl3*	Intron	30.44
* Efnb1*	Exon	30.43
* Rai2*	Intron	30.36
* Gk*	Promoter-TSS	30.31

To examine the potential biological functions of these DNA methylation differences, we performed gene ontology term enrichment analyses on all DMRs located in gene-associated features like promoters, introns, and exons. For autosomal DMRs with higher methylation levels in male placentas (*n* = 735; in 672 unique genes such as *Apk10, Ntrk2,* and *Pik3r1*), the top pathways were related to metabolic processes and signaling pathways (Fig. 2E). Conversely, DMRs with higher levels in female placentas (*n* = 303; in 254 unique genes such as *Cvr2a*, *Emx2,* and *Pax2*), were linked to brain development, cell differentiation/specification, and morphogenesis (Fig. 2E). X chromosome DMRs with higher methylation levels in male placentas (*n* = 693; in 232 unique genes such as *Mtmr1* and *Xlr4a*) were associated with metabolic processes, protein interactions, and synaptic localization (Fig. 2E). X chromosome DMRs with higher methylation in female placentas (*n* = 2237; in 430 unique genes such as *Arx, Fgf13,* and *Hdac6)* were associated with protein deacetylation and regulating cell growth and macroautophagy. The DNA methylation levels of selected gene-associated DMRs are shown in Fig. 2F.

Together, these analyses reveal significant sex differences in DNA methylation profiles across the autosomes and X chromosomes of male and female E18.5 mouse placentas, despite their similar overall methylation status. These changes occur in critical genes and could impact their regulation during mouse placenta development. This underscores the importance of considering sex variations when studying placental methylation patterns.

### DMRs are enriched in CpG islands on the X chromosome but are located away from them on autosomes

To investigate the genomic contexts of DMRs in E18.5 placentas, we examined the annotations and CpG densities of autosomal and X chromosome DMRs. X chromosome DMRs had higher CpG enrichment per tile than autosome DMRs (4.8 vs. 3.4 CpGs per tile, *p* < 0.0001; Fig. 3A). Of the autosomal DMRs, 3% (49 DMRs) contained > 10 CpGs per tile (maximum: 19 CpGs). X chromosome DMRs also contained up to 19 CpGs per tile; however, 11% (403 DMRs) contained > 10 CpGs. A significantly higher percentage of DMRs were present in high-density CpG islands (35%) and their immediate flanking regions (CpG shores; 33%) on X chromosomes than on autosomes (islands: 6%; shores 18%; *p* < 2.2e^−16^; Fig. 3B). Autosomal DMRs were enriched in regions away from CpG islands (open sea; autosomes: 69%; X chromosome: 29%; *p* < 2.2e^−16^). The average DNA methylation levels in CpG island DMRs were higher in female placentas than in male placentas for both autosomal and X chromosomal DMRs (Fig. 3C). However, in the CpG shelves, the average DMR methylation levels were higher in male placentas, averaging close to 50% methylation on both autosomes and X chromosomes.

**Fig. 3:**
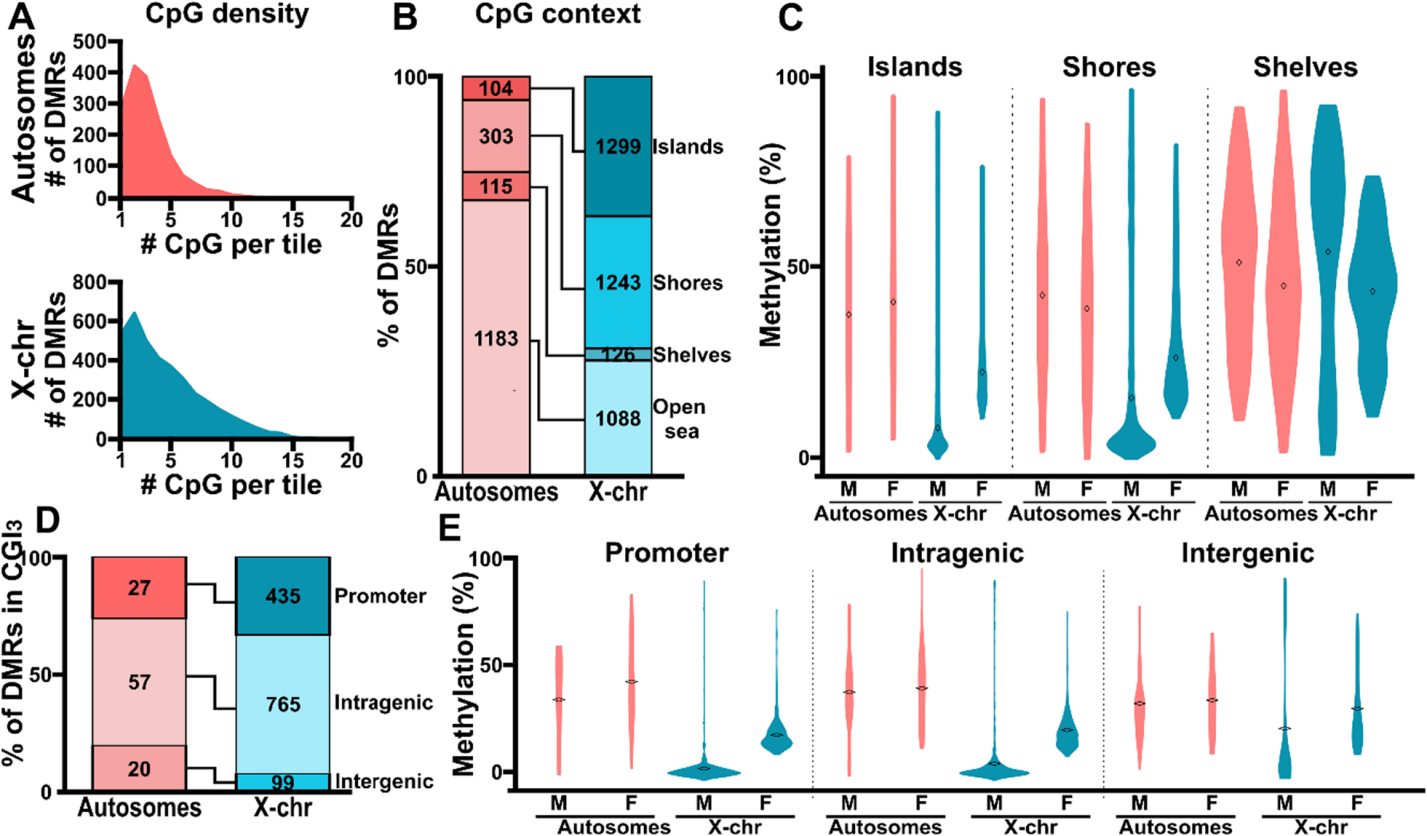
DMRs have divergent distributions on the autosomes and X chromosomes. **A** The frequency distributions of autosomal (top) and X chromosome (bottom) DMRs at various CpG densities (i.e., numbers of CpGs per analyzed tile) in male and female E18.5 placentas. **B** DMR distributions in male and female placentas based on their proximity to CpG islands (CGIs). Proximal regions are defined as shores (up to ± 2 kb from a CGI), shelves (± 2–4 kb from a CGI), and open seas (± 4 kb or more from a CGI). **C** DNA methylation levels on autosomal and X chromosome DMRs in male and female placentas by CGI proximity. **D** Distributions of CGI-based DMRs into various genomic regions in male and female placentas. **E** DNA methylation levels of CGI-based autosomal and X chromosome DMRs located in promoter, intragenic, and intergenic regions in male and female placentas

Since CpG islands can function as TSSs and play key roles in regulating gene expression, we annotated the CpG island-associated DMRs to genomic features. We observed that 26% (*n* = 27) of autosomal DMRs and 33% (*n* = 435) of X chromosomal DMRs were in CpG islands within promoter regions (Fig. 3D). The majority of CpG island DMRs (autosomes: 54%, *n* = 57; X chromosomes: 59%, *n* = 765) were located within genes (i.e., in intragenic regions). For CpG island DMRs present in promoters, intragenic, and intergenic regions, DNA methylation levels were higher in female placentas compared to male placentas (Fig. 3E), with the average methylation level being lower on the X chromosomes.

Overall, DMRs were mainly found in CpG-poor regions on autosomes but in CpG-rich regions on the X chromosomes. However, the normally observed inverse correlation between DNA methylation and CpG density was not particularly obvious for DMRs located in autosomal CpG-rich promoters compared to their counterparts on the X chromosomes, suggesting that the higher methylation levels play a regulatory role during development.

### Associations between sex-specific DNA methylation and gene expression patterns in E18.5 mouse placentas

Our findings provide compelling evidence of sex-specific DNA methylation and gene expression levels in E18.5 placentas. To assess the associations between these variations, we compared the datasets. Keeping only regions located in promoters or intragenic regions, we overlapped these DMR-associated genes with the identified DEGs (Fig. 4A). This analysis identified 52 genes with 169 associated DMRs that displayed sex differences in both DNA methylation and gene expression profiles. Of these, 34 (linked to 58 DMRs) were autosomal, while 18 (linked to 111 DMRs) were located on the X chromosomes.

**Fig. 4:**
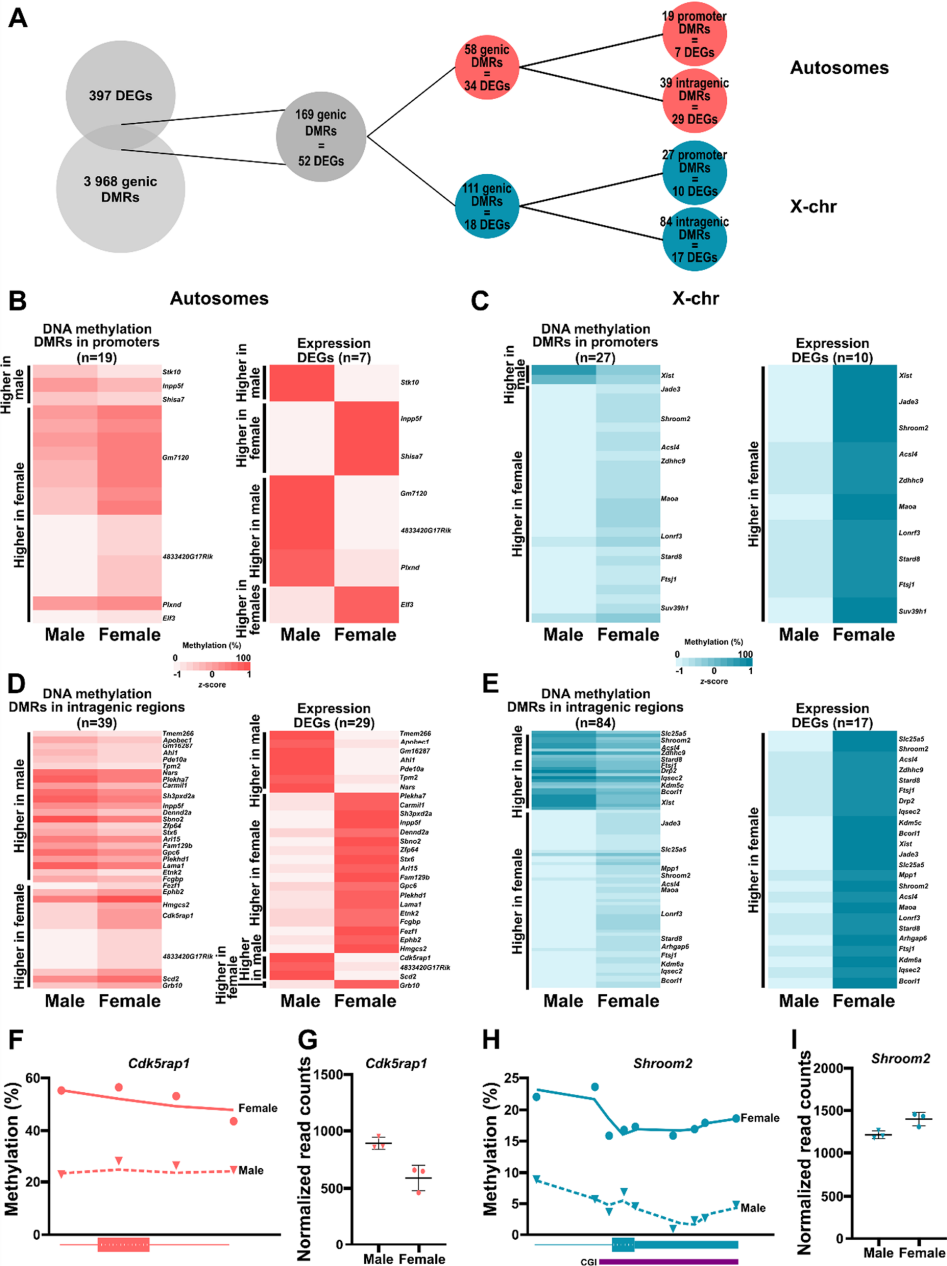
Correlations between gene expression and DNA methylation changes in the E18.5 mouse placenta. **A** Overlap between DEGs and DMRs on the autosomes and X chromosomes and their locations in promoters and intragenic regions. **B** and **C** DNA methylation (left) and gene expression (*z*-scores; right) levels of promoter and gene regions with significant DNA methylation and expression sex differences on the autosomes (**B**) and X chromosomes (**C**) of E18.5 placentas. **D** and **E** DNA methylation (left) and gene expression (*z*-scores; right) levels of intragenic regions (excluding promoters) with significant DNA methylation and expression sex differences on the autosomes (**D**) and X chromosomes (**E**) of E18.5 placentas. **F** *Cdk5rap1* DNA methylation levels in male and female placentas. Dots represent the mean methylation levels of individual DMRs in each sex. **G** Normalized read counts for *Cdk5rap1* in male and female placentas. **H** *Shroom2* DNA methylation levels in male and female placentas. Dots represent the mean methylation levels of individual DMRs in each sex. **I** Normalized read counts for *Shroom2* in male and female placentas

We also examined the distributions of these DMRs, specifically whether they were present in promoters or other intragenic regions (Fig. 4B). On autosomes, we observed direct correlations between promoter DMRs and DEGs. For instance, genes like *Inpp5f*, *Shisa7, Gm7120, 4833420G17Rik*, and *Plxnd* displayed higher methylation levels in one sex and higher expression in the other (Fig. 4B). However, this correlation was not observed for *Stk10* and *Elf3* (Fig. 4B). On the X chromosomes, we observed this association only for *Xist*, which had higher methylation in male placentas and higher expression in female placentas. The remaining nine X chromosome promoter DMRs had higher methylation and gene expression levels in female placentas (Fig. 4B). While the negative correlation between promoter DNA methylation and transcriptional expression is well documented [42, 43], the role of intragenic methylation is less clear. However, previous studies have shown positive associations between DNA methylation within intragenic regions and gene expression in various contexts [44–46]. In our datasets, we identified 46 DEGs (29 on autosomes, 17 on X chromosomes) also displaying intragenic DMRs (Fig. 4D–E). On autosomes, intragenic DMRs with higher DNA methylation levels in male or female placentas had both positive (male: *Tmem266*, *Apobec1*, *Pde10a;* female: *Ephb2*, *Hmgc2*, *Grb10*) and negative (male: *Plekha7*, *Carmll1*, *Zfp64*; female: *Cdk5rap1, 4833420G17Rik, Scd2*) correlations with gene expression. On the X chromosomes, intragenic DMRs with higher levels in either male or female placentas were associated with DEGs with increased expression in female placentas. Example associations between promoter and intragenic DMRs and gene expression are shown in Fig. 4F–I.

### DNA methylation and expression sex differences in genes essential for placental development

To assess the potential significance of DMRs in placental development and function, we conducted an overlap analysis between all DMRs and a curated list of 205 published essential placental genes (Additional file 2: Table S2). Of these, 192 genes had sufficient sequencing coverage for downstream analyses, representing 7360 tiles in promoter and intragenic regions after excluding intergenic regions (Additional file 3: Figure S5A). There were 47 DMRs (12 autosomal, 35 X chromosomal) associated with 16 unique essential placental development genes (10 autosomal, 6 X chromosomal; Additional file 3: Figure S5B–D). Among the autosomal DMRs, 11/12 displayed higher methylation levels in male placentas, while 26/35 X chromosome DRMs were more methylated in female placentas (Additional file 3: Figure S5B, E). Functional gene ontology term enrichment analysis of the 16 essential placental genes containing the 47 DMRs confirmed their pivotal roles in various processes related to placenta development and function (Additional file 3: Figure S5F). Only 10/205 (~ 0.5%) of the essential placenta genes showed significant expression sex differences (Additional file 3: Figure S5G). *Serpine1* displayed higher expression in male placentas, while the rest (*Met*, *Pcld1*, *Ovol2*, *Havcr1*, *Etnk2*, *Gcm1*, *Dsg3*, and *Xist*) exhibited enhanced expression in female placentas. The higher expression of *Etnk2* (autosomal gene) and *Xist* (X chromosome gene) in female placentas also correlated with DMRs with higher methylation levels in male placentas.

Overall, our findings indicate that there are no substantial differences in the DNA methylation and gene expression patterns of crucial placental development genes between male and female placentas. This suggests that the underlying main control mechanisms driving placental development in late gestation are similar in both sexes. However, the presence of sex variations in DNA methylation or transcription patterns implies potential differences in the regulation of some placental functions during late pregnancy.

### Subsets of DMRs emerge during early placental development

To define the timing of the DMRs observed in late-gestation placentas, we compared the sex-based DMRs in mid-gestation (E10.5; via low-coverage reduced-representation bisulfite sequencing) and E18.5 placentas. 

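DNA methylation was measured at E10.5 in 6 placentas of C57BL/6 mice, 3 from male and 3 from female embryos, by rapid reduced representation bisulfite sequencing. In this assay the enzyme MspI cuts the DNA at CCGG sites, so that the reads come mostly from CpG-rich regions, and bisulfite turns unmethylated cytosines into bases that are read as T. The paper states that maternal tissue was dissected away and that sex was determined by Ddx3 qPCR on the tail of each embryo. It also states that the placentas taken for DNA and RNA came from 3 different litters, with 3 placentas of each sex, and which placenta came from which litter is not given in the sources used here. The exact permutation tests, edgeR and limma measure the spread between these placentas, while the p-values of the logistic regression below measure only the counting error of the pooled reads. The authors trimmed the reads with Trim Galore 0.3.3, aligned them to GRCm38 with BSMAP 2.90 and deposited, for each placenta, the coverage of each CpG cytosine and the percent of its reads that were methylated. The total coverage over CpG cytosines was 73591936, 144157448 and 91722496 reads in male 1, 2 and 3, and 96989645, 112279482 and 74154060 reads in female 1, 2 and 3. The median coverage of a cytosine was 10 reads in each male placenta and 16, 18 and 13 reads in the female placentas. Of all these reads, 16.0%, 10.8% and 4.40% were methylated in male 1, 2 and 3, against 17.7%, 15.9% and 20.8% in female 1, 2 and 3. X chromosome cytosines took 1.08 to 1.42% of the reads in male and 2.50 to 2.70% in female placentas, and 4503 to 5654 Y chromosome cytosines were listed in male against 1049 to 1355 in female placentas. The share of reads on Y chromosome cytosines was 0.0987%, 0.0858% and 0.0584% in male 1, 2 and 3 and 0.0204%, 0.0468% and 0.0611% in female 1, 2 and 3, so that the sexes overlapped in this share. For each pair of placentas, a chi-square test gave an unadjusted p under 0.05 at 13.8 to 32.1% of autosomal tiles, so none was treated as a copy of another.
From these files, methylated and unmethylated reads were summed over 100-bp tiles, and tiles with at least 10 reads and at least 2 CpGs in each of the 6 placentas were kept. All read counts given for a library or a tile are sums over its cytosines, so a read that covers several CpGs counts at each of them. This left 172223 autosomal and 4935 X chromosome tiles. Each tile was tested by logistic regression with sex as the only term, which is the model of methylKit without its correction for overdispersion; the paper's text names no setting of that correction. The Benjamini–Hochberg adjustment was made over autosomal and X chromosome tiles together. A DMR was a tile with an adjusted p (q) under 0.01 and a difference of over 10 percentage points between the pooled reads of the sexes. The paper's methods give the tile length and the q threshold for both assays, its legend of Fig. 5 gives the coverage of 10 for E10.5, and the minimum of 2 CpGs and the difference were taken from what it states for E18.5. Levels are given below as the mean ± SD of the 3 placentas of a sex. The test takes the reads of one sex as a single pool, so that differences between placentas of the same sex can add calls. In simulated data with a spread between libraries, it recovered 179 of 200 tiles changed by 20 percentage points and also called 109 unchanged tiles among 20000 tiles in all, while edgeR, which estimates that spread, recovered 98 and called 3 unchanged tiles. The simulated spread was drawn for each tile apart, without a shift of a whole library such as the low level of male 3. In the real data, groupings of 3 against 3 placentas that cut across sex called 1561 to 17363 autosomal tiles. The simulation can therefore understate the added calls.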

The E10.5 placenta dataset contained 73 regions (100 bp) that overlapped with the 1705 autosomal DMRs identified at E18.5 and 583 regions (100 bp) that intersected with the 3756 E18.5 X chromosomal DMRs (Fig. 5A, B). Of those overlapping regions, 19 autosomal regions were also differentially methylated (DMRs) when comparing male versus female placentas at E10.5. 

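The autosomal regions measured at both stages included promoter or intragenic tiles of imprinted genes, which carry methylation on a single parental allele (Peg10, Airn, Gnas and Kcnq1ot1), of Palld, which encodes an actin-binding protein, and of Vsx2, a homeobox gene of the developing retina. At E10.5, the pooled level was higher in female placentas at 90 of the 115 measured tiles and higher in male placentas at 25. The median level over these tiles was 28.5%, 22.5% and 12.2% in male 1, 2 and 3, and 30.5%, 26.9% and 28.9% in female 1, 2 and 3. According to Additional file 1, 68 of the 115 tiles were higher in male and 47 higher in female placentas at E18.5, and the direction was the same at both stages for 60 of them.
The paper's list holds 1251 autosomal tiles higher in male and 454 higher in female placentas at E18.5. Of its 1265 X chromosome tiles higher in male placentas, 21 were measured at E10.5. The list of X chromosome tiles higher in female placentas was at hand only as the first 275 of the paper's 2491 rows and was not overlapped. When only cytosines with at least 10 reads each were counted, 75 autosomal and 8 X chromosome tiles were measured, and 39 X chromosome tiles were measured without male 3.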

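At E10.5, the promoter tile of Gnas, an imprinted gene for a G protein subunit (chromosome 2 of GRCm38, 174297301 to 174297400), was methylated at 30.3% ± 0.753 (SD, n = 3) in male and 48.4% ± 10.8 (SD, n = 3) in female placentas, at 13 to 144 reads. An exon tile of St6galnac2, a sialyltransferase gene (chromosome 11, 116685101 to 116685200), had 51.4% ± 14.1 in male placentas, with 35.5% in male 3, and 75.8% ± 4.59 in female placentas. At Kcnq1ot1, the noncoding RNA of an imprinted cluster (chromosome 7, 143295601 to 143295700), the male placentas had 2.85% ± 2.21, and the female placentas had 8.92%, 6.48% and 41.7%. The 2 tiles called higher in male placentas lie near Fzd9, a Wnt receptor gene, and in Zfp629. The Fzd9 tile (chromosome 5, 135258501 to 135258600) had 71.2% ± 21.2 in male and 29.5% ± 9.42 in female placentas, at 11 to 45 reads. The Zfp629 tile had 39.7% ± 20.2 in male and 41.0% ± 5.89 in female placentas, so that its call rests on the pooled reads, which lay 10.4 percentage points higher in male placentas (exact permutation test of the means, two-sided, p = 0.9; adjusted p of 1 from edgeR).
Of the 115 E18.5 tiles measured, 31 (27.0%) were DMRs at E10.5, 29 higher in female and 2 higher in male placentas, against 9850 of the 172108 other autosomal tiles (5.72%). Groupings of the 6 placentas that cut across sex also called many of the 115. Male 1, male 2 and female 2 against the others gave 25, with 9448 autosomal tiles called in all. Male 1, female 1 and female 3 gave 28, with 17363, and the other groupings 5 to 16. The 115 tiles also had a higher median level than all autosomal tiles (23.0% against 11.2% in male, 30.1% against 13.7% in female placentas). An excess at these tiles thus also appeared in groupings across sex. Each of those groupings still divides the sexes unevenly, so a difference between the sexes can add to its calls. Whether the excess of 31 tiles is particular to sex therefore cannot be told. Over the 31 tiles, the median level of male 3 was 12.3%, against 31.1% and 22.5% in the other male placentas. The overdispersion-corrected F test called 0 of the 115 tiles, with 11 at an unadjusted p under 0.05, edgeR called 5, and limma on M-values, added after seeing the data, called 0 with 25 at an unadjusted p under 0.05. In the simulated data the F test and limma recovered 0 of the 200 changed tiles, so their counts of 0, here and below, say little. Without male 3, 21 of 132 tiles were called, and without female 3, 20 of 119. With the relative coverage of methylated tiles in each library as a covariate, added after seeing the data, logistic regression called 9 tiles higher in female and 4 higher in male placentas on the log2 scale, and 9 and 5 on the linear scale. The methylated (over 75%) and unmethylated (under 5%) tiles behind this covariate were chosen by their level over the female libraries only. The covariate lay close to the mean autosomal level (r = 0.955) and was 0.599 ± 0.375 in male and 0.942 ± 0.0823 in female libraries (SD, n = 3 each). It can thus take up a difference between the sexes, so a call that ends with it, here and below, names no cause. Differences given with it are those the model predicts at its mean, not pooled differences. At the Kcnq1ot1 tile the pooled difference was 19.8 percentage points. With the covariate the difference was 0.942 and 1.55, and without female 3 the pooled one was 5.58, in each case without a call. The calls also ended at Gnas without male 2 (18.6 percentage points) or female 2 (14.5, from 19.4). At Fzd9 they ended without male 2 (−27.0) or female 3 (−28.2), still over the threshold of difference, as at Gnas. At Zfp629 they ended without female 2 (−7.20) and without male 2, where the female placentas were 1.07 percentage points higher. The pooled difference, female minus male, at Fzd9 was −34.8 percentage points, and it was −53.9 without male 3 and −55.6 and −55.4 with the covariate, where that at Zfp629 was −15.8 and −16.6, from −10.4.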

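In Palld, an exon tile (chromosome 8, 61549601 to 61549700) was methylated at E10.5 at 26.4% ± 5.24 (SD, n = 3) in male and 45.6% ± 4.22 (SD, n = 3) in female placentas, where the paper's E18.5 levels are 71.2% in male and 58.6% in female placentas. In Dysf, whose protein repairs the membrane of muscle cells, an intron tile (chromosome 6, 84105801 to 84105900) had 12.5% ± 7.00 in male and 25.1% ± 2.80 in female placentas, against the paper's 27.9% and 16.8% at E18.5. At the imprinted gene Peg10 (chromosome 6, 4747301 to 4747400), the promoter tile had 16.4% ± 15.1 in male placentas, with 1.02% in male 3, and 44.3% ± 4.08 in female placentas, against the paper's 38.2% and 52.4%. The tile of Airn, the noncoding RNA that silences Igf2r (chromosome 17, 12741701 to 12741800), had 13.0% ± 8.81 in male placentas, with 2.90% in male 3, and 40.6% ± 8.46 in female placentas, against the paper's 37.3% and 49.3%. An exon tile of Shroom3, a regulator of cell shape (chromosome 5, 92942301 to 92942400), had 14.3%, 9.85% and 7.26% in male 1, 2 and 3 and 21.9% ± 6.39 in female placentas, against the paper's 32.9% and 54.5%.
Of the 31 tiles called at both stages, 18 were higher in female placentas at E18.5, and these were higher in female placentas at E10.5 too. The other 13 were higher in male placentas at E18.5; at E10.5, 11 of them were higher in female and 2 higher in male placentas. Of the 10 autosomal genes that the paper names for E10.5, 8 had a DMR higher in female placentas in the gene or its promoter and 1 of them, Grip1, also had a DMR higher in male placentas (chromosome 10, 119692401 to 119692500, 53.8% ± 8.43 and 44.6% ± 5.66). The counts are the same when adjusted over the list alone and are not independent evidence, since the study chose the list on these placentas. With edgeR 4 of the 10 genes had a tile higher in female and 0 a tile higher in male placentas. The tiles that Additional file 1 assigns to the 10 genes, some of them in a neighbouring gene, were all DMRs higher in female placentas, while edgeR called 2 of the 10, and without male 3 logistic regression called 4. The 5 tiles described did not overlap between the sexes (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 placentas against 3 allow), and without male 3 the differences in Dysf and Shroom3 were 9.65 and 9.69 percentage points, under the threshold, as was that in Shroom3 without female 3 (8.18). With the coverage of methylated tiles as a covariate, added after seeing the data, both calls ended, with 6.04 and 7.77 percentage points on the log2 scale and 4.54 and 6.21 on the linear scale, and the differences in Airn and Peg10 were 15.8 and 10.8 percentage points on the log2 scale and 15.5 and 11.2 on the linear scale, from 24.7 and 24.5.

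**Figure D1:**
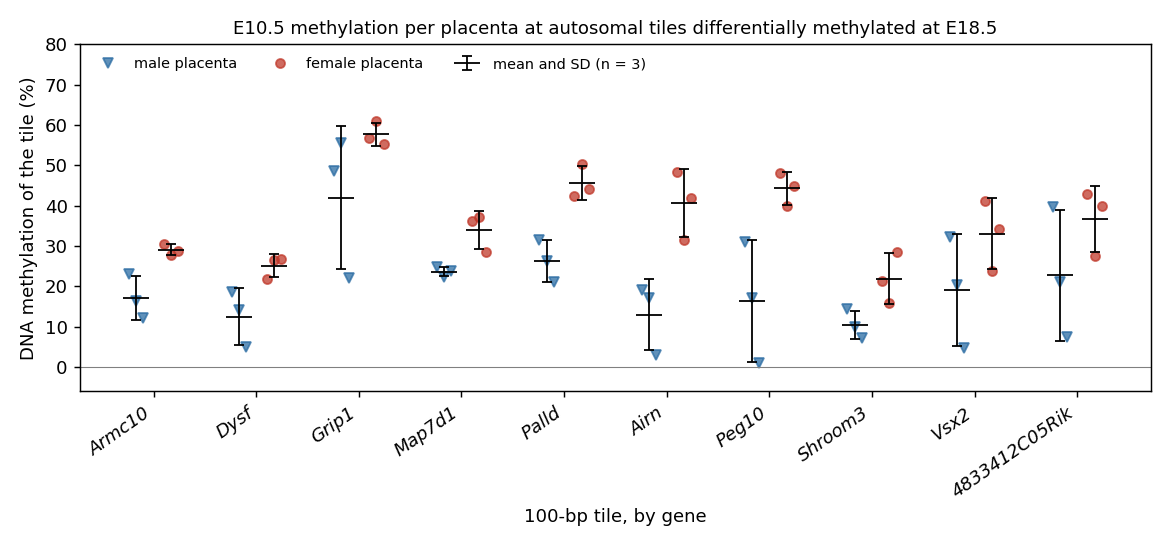
DNA methylation at E10.5 (%, vertical axis) of each male (triangles) and female (circles) placenta, in the order of replicates 1 to 3, at the autosomal tiles of the 10 genes the paper names, with the mean and SD of each sex (n = 3). The female placentas lie above the male placentas at Palld, Airn and Peg10, while at Grip1, Vsx2 and 4833412C05Rik the sexes overlap, and male 3 is the lowest placenta at each tile except that of Map7d1.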

In E18.5 placentas, 6 autosomal DMRs exhibited higher methylation levels in male and 13 in female placentas, while at E10.5, methylation at these 19 DMRs was consistently higher in female placentas (Fig. 5B). 

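At the exon tile that Additional file 1 assigns to 4833412C05Rik (chromosome 7, 67849401 to 67849500), the E10.5 level was 22.8% ± 16.2 (SD, n = 3) in male placentas, with 7.46% in male 3, and 36.8% ± 8.18 (SD, n = 3) in female placentas, against the paper's E18.5 levels of 39.6% and 51.3%. The panel of this gene in Fig. 5C shows other E18.5 levels, read by eye, so it may be of another tile. Over the 115 autosomal tiles measured at both stages, the paper's E18.5 level lay above the pooled E10.5 level at 105 tiles (91.3%) in male placentas, at 89 (77.4%) in female placentas and at 83 in both. The median gap, E18.5 minus E10.5, was 17.0 percentage points in male and 9.18 percentage points in female placentas. Over the 31 tiles called at both stages, the median level was 24.9% at E10.5 and the paper's 42.2% at E18.5 in male placentas, and 38.4% at E10.5 and the paper's 53.5% at E18.5 in female placentas. The E18.5 levels are the paper's group means from a capture assay, so no test across the stages was made. A loss of methylated molecules in male 3, left open in the closing section, could also lower the male E10.5 levels. Without male 3, the E18.5 level was the higher one in male placentas at 85.6% of the tiles. The sexes overlapped at the tile of 4833412C05Rik (exact permutation test, two-sided, p = 0.2), edgeR gave it an adjusted p of 0.165, and its difference was 6.71 percentage points without male 3 and 9.08 without female 1, under the threshold, and 20.4 without male 1. With the coverage of methylated tiles as a covariate, added after seeing the data, it was 1.23 on the log2 scale and −2.05 on the linear scale.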

For most autosomal regions, we observed increased overall DNA methylation levels at E18.5 compared to E10.5 in all placentas, indicating a sex-independent developmental gain in DNA methylation (Fig. 5B, C). One DMR, associated with *Vsx2*, displayed similar DNA methylation levels across all stages of development in both male and female placentas (Fig. 5C). 

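The tile lies in an intron of Vsx2 on chromosome 12 of GRCm38, from 84571101 to 84571200, and holds 4 CpGs. At E10.5 its level was 32.4%, 20.3% and 4.69% in male 1, 2 and 3, and 41.2%, 23.7% and 34.3% in female 1, 2 and 3, at 64 to 253 reads. The pooled levels were 20.9% in male and 32.3% in female placentas, beside the paper's E18.5 levels of 20.2% and 30.3%. Both sexes thus lay within 5 percentage points of the paper's E18.5 level, as they did at 3 of the 115 measured tiles. The pooled difference passed the threshold (q = 0.00114), but the levels of the sexes overlapped, with an SD of 13.9 percentage points between the male and 8.81 between the female placentas (n = 3 each; exact permutation test of the means, two-sided, p = 0.2). The pooled difference, 11.4 percentage points, was 8.00 without male 3 and 6.51 without female 1, under the threshold, and 17.6 without female 2, and the call also ended without male 2. The adjusted p from edgeR was 0.348, and with the coverage of methylated tiles as a covariate, added after seeing the data, the difference was 1.90 percentage points on the log2 scale and −0.368 on the linear scale.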

For other genes, (*Armc10*, *Grip1*, *Map7d1*), the DNA methylation levels at E10.5 and E18.5 closely matched only in female placentas. 

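At the tile assigned to Armc10 in Additional file 1, which lies in an intron of its neighbour Napepld (chromosome 5, 21673401 to 21673500), the E10.5 level was 17.1% ± 5.43 (SD, n = 3) in male and 29.0% ± 1.37 (SD, n = 3) in female placentas, beside the paper's 42.2% and 29.8% at E18.5. The tile of Grip1, a scaffold protein of synapses (chromosome 10, 119439101 to 119439200), had 42.0% ± 17.7 in male placentas, of which male 3 was the lowest, and 57.7% ± 2.90 in female placentas, beside the paper's 75.6% and 61.0%. There the sexes overlapped, with male 2 at 55.43% above female 3 at 55.38% (exact permutation test, two-sided, p = 0.2). The tile of Map7d1, which encodes a microtubule-associated protein (chromosome 4, 126236901 to 126237000), had 23.6% ± 1.19 in male and 34.0% ± 4.78 in female placentas, beside the paper's 44.5% and 33.9%. Of the 115 tiles measured at both stages, the pooled E10.5 level lay within 5 percentage points of the paper's E18.5 level in female placentas only at 21 tiles and in male placentas only at 18. Without male 3, the difference between the sexes was 9.58 percentage points at Armc10 and 5.65 percentage points at Grip1, under the threshold, and 11.8 percentage points at Map7d1. The call also ended at Armc10 without male 2 (9.44) and, without female 2, at Grip1 (9.14) and Map7d1 (9.76), while the difference at Grip1 was 17.5 without male 2. With the coverage of methylated tiles as a covariate, added after seeing the data, the differences at Armc10 and Grip1 were 7.75 and 3.41 percentage points on the log2 scale and 6.85 and 3.10 on the linear scale, without a call. Adjusted p-values from edgeR were 0.297, 0.367 and 0.456 at Armc10, Grip1 and Map7d1.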

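On the X chromosome, tiles at the promoters of Pcdh19, a protocadherin gene, and Gpm6b, a gene for a membrane glycoprotein of neurons, were nearly unmethylated in male placentas and partly methylated in female placentas at E10.5. The Pcdh19 tile (chromosome X, 133689001 to 133689100) had 0.575% ± 0.995 (SD, n = 3) in male and 35.2% ± 13.5 (SD, n = 3) in female placentas, and the Gpm6b tile (166238901 to 166239000) had 3.38% ± 5.15 and 46.3% ± 7.73, at 16 to 484 reads. An intron tile of Tro, which encodes trophinin (150657101 to 150657200), had 16.1% ± 12.6 in male placentas, with 2.93% in male 3, and 54.7% ± 6.69 in female placentas. Over the 4935 X chromosome tiles measured, 1097 were DMRs higher in female placentas. Their median level was 3.31%, 2.86% and 1.05% in male 1, 2 and 3, and 19.0%, 16.6% and 20.9% in female 1, 2 and 3.
At 959 of the 1097 tiles (87.4%) the sexes did not overlap. Over all X chromosome tiles this share was 44.0%, against 12.7% over autosomal tiles and the 10% that chance gives for 3 placentas against 3. With edgeR, 726 X chromosome tiles were higher in female and 2 higher in male placentas. The overdispersion-corrected F test called 0 tiles, with 1661 at an unadjusted p under 0.05, and limma on M-values, added after seeing the data, called 246 and 1. With the coverage of methylated tiles as a covariate, also added after seeing the data, logistic regression called 505 tiles higher in female and 319 higher in male placentas on the log2 scale, and 490 and 367 on the linear scale. The difference that this model predicts at the mean of the covariate was 84.5 and 65.7 percentage points at Pcdh19, against 39.0 between pooled reads. It exceeds every level measured at that tile, the highest being 50.4% in female 2, and is an extrapolation. At Gpm6b the difference was 26.1 and 25.5, against 40.3 between pooled reads.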

When we examined the 563 X chromosome DMRs, 348 (62%) were significantly different between male and female E10.5 placentas (Fig. 5A, D). These regions all displayed higher DNA methylation levels in female placentas at both E10.5 and E18.5. 

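At E10.5, 197 X chromosome tiles were DMRs in the other direction, with a median level of 61.3% in male and 45.2% in female placentas. Among those whose sexes did not overlap, the largest difference was in an intron of Phka1, a subunit of phosphorylase kinase (chromosome X, 102603701 to 102603800), with 90.5% ± 4.53 (SD, n = 3) in male and 24.1% ± 6.19 (SD, n = 3) in female placentas, at 11 to 35 reads. An intron tile of Cd99l2 (71435101 to 71435200) had 74.5% ± 10.8 and 40.4% ± 8.06, at 12 to 155 reads, with an adjusted p of 0.0520 from edgeR and no call with the coverage of methylated tiles as a covariate, added after seeing the data. Among the 21 measured tiles that the paper lists as higher in male placentas at E18.5, the pooled E10.5 level was higher in male placentas at 15 and higher in female placentas at 6, and 3 were DMRs, each higher in male placentas. With edgeR 0 of the 21 were called, with 2 at an unadjusted p under 0.05. Without male 1, logistic regression called 1 of them higher in male and 1 higher in female placentas. It called 2 without female 2, 6 without male 2, 6 without female 3, and 6 on the log2 and 5 on the linear scale with the covariate, each higher in male placentas, as were the 5 called of 39 measured tiles without male 3.
Xist and Firre, noncoding RNA genes of X inactivation, had no tile at this coverage. Of 4 other noncoding RNA genes of X inactivation, 3 had a DMR higher in female and 1 a DMR higher in male placentas, counts that rest on 2 tiles and 1 tile and were the same when adjusted over the list alone. With edgeR 1 gene had a tile higher in female and 0 a tile higher in male placentas, and without male 3 the counts were 2 and 2. The tile that Ftx and Jpx share (103562601 to 103562700) had 36.1% ± 8.33 and 60.5% ± 7.42, at 14 to 172 reads, with an adjusted p of 0.0765 from edgeR. In Tsix, the antisense partner of Xist (103457401 to 103457500), the male placentas had 62.7%, 68.9% and 47.6% and the female placentas 50.7% ± 2.41, with overlap between the sexes (exact permutation test, two-sided, p = 0.4; adjusted p of 0.619 from edgeR), and neither this tile nor that of Ftx was called without male 2. Of 10 genes that escape X inactivation, 2 had a DMR higher in female placentas, Mid1 and Shroom4, and Shroom4 also had tiles higher in male placentas; adjusted over the list alone, 2 genes had a tile higher in each direction. With edgeR 1 gene had a tile higher in female and 0 a tile higher in male placentas, without male 3 there were 2 and 2, and the largest difference in Mid1, 19.5 percentage points, had an adjusted p of 0.111 from edgeR and was 2.29 percentage points on the log2 and 3.51 on the linear scale with the covariate, without a call, and under 11 percentage points without female 3, still called, at 13 to 943 reads. Their mean promoter level was 0.271% ± 0.177 in male placentas, with 0.235% in male 3, and 1.50% ± 0.672 in female placentas (exact permutation test, two-sided, p = 0.1). The count of X chromosome DMRs higher in male placentas was 301 without male 3, 126 without male 1 and 126 without female 2.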

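The homeobox gene Arx had 4 DMRs higher in female placentas among 19 measured tiles at E10.5. The one with the largest difference lies at the promoter (chromosome X, 93286501 to 93286600), with 0.987% ± 0.529 (SD, n = 3) in male and 26.5% ± 5.08 (SD, n = 3) in female placentas, at 401 to 1006 reads. Gpc3, which encodes a heparan sulfate proteoglycan, had 9 DMRs higher in female placentas among 14 tiles, with 2.99% ± 3.54 and 24.8% ± 4.62 at its promoter (52613801 to 52613900). Hs6st2, a heparan sulfate sulfotransferase gene, had 10 among 16 tiles, with 1.05% ± 0.278 and 21.6% ± 5.14 in an exon near the transcription start (51681101 to 51681200). Bcor, a transcriptional corepressor gene, had 42 DMRs higher in female and 4 higher in male placentas among 112 tiles. Its largest difference was at 12078201 to 12078300, where 0 of 69 reads were methylated in the male placentas. The female placentas had 18.9%, 24.6% and 50.0% there, at 12 to 130 reads per placenta. If the 69 reads were independent, they would allow a male level of up to 4.35%. Reads counted at several CpGs are not independent, so the true limit can be higher. In the male direction the largest difference was at 12043501 to 12043600, with 78.1% ± 1.98 and 54.2% ± 8.09.
With edgeR each of the 4 genes had a tile higher in female and none had one higher in male placentas. With the coverage of methylated tiles as a covariate, added after seeing the data, the pooled difference of 28.7 percentage points at the first Bcor tile was 3.48 on the log2 scale and 9.94 on the linear scale, without a call, and that at Gpc3 was 11.3 and 12.3. The 4 genes were chosen by the study on these placentas, and their count is not independent evidence of a direction.

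**Figure D2:**
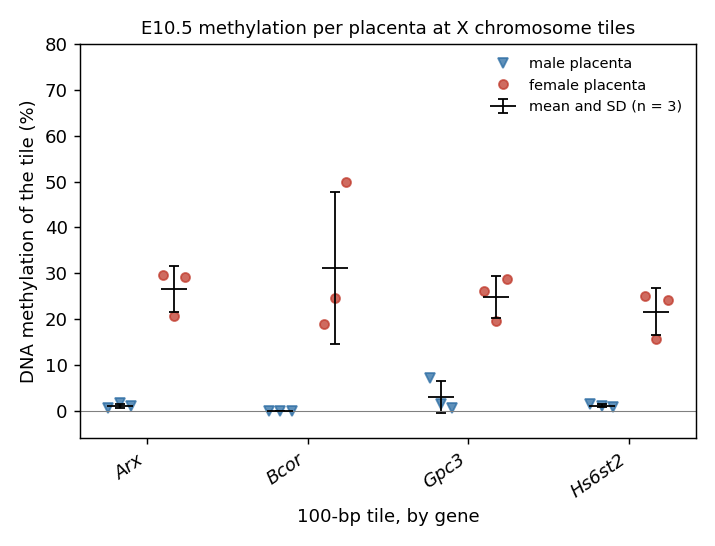
DNA methylation at E10.5 (%, vertical axis) of each male (triangles) and female (circles) placenta, in the order of replicates 1 to 3, at the tile with the largest called difference in Arx, Bcor, Gpc3 and Hs6st2, with the mean and SD of each sex (n = 3). The highest male placenta is at 7.04% in Gpc3, and the lowest female placenta is at 15.6% in Hs6st2.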

Smoothed plots depicting multiple DMRs in *Arx*, *Bcor*, *Gpc3*, and *Hs6st2* are shown in Fig. 5E.

**Fig. 5:**
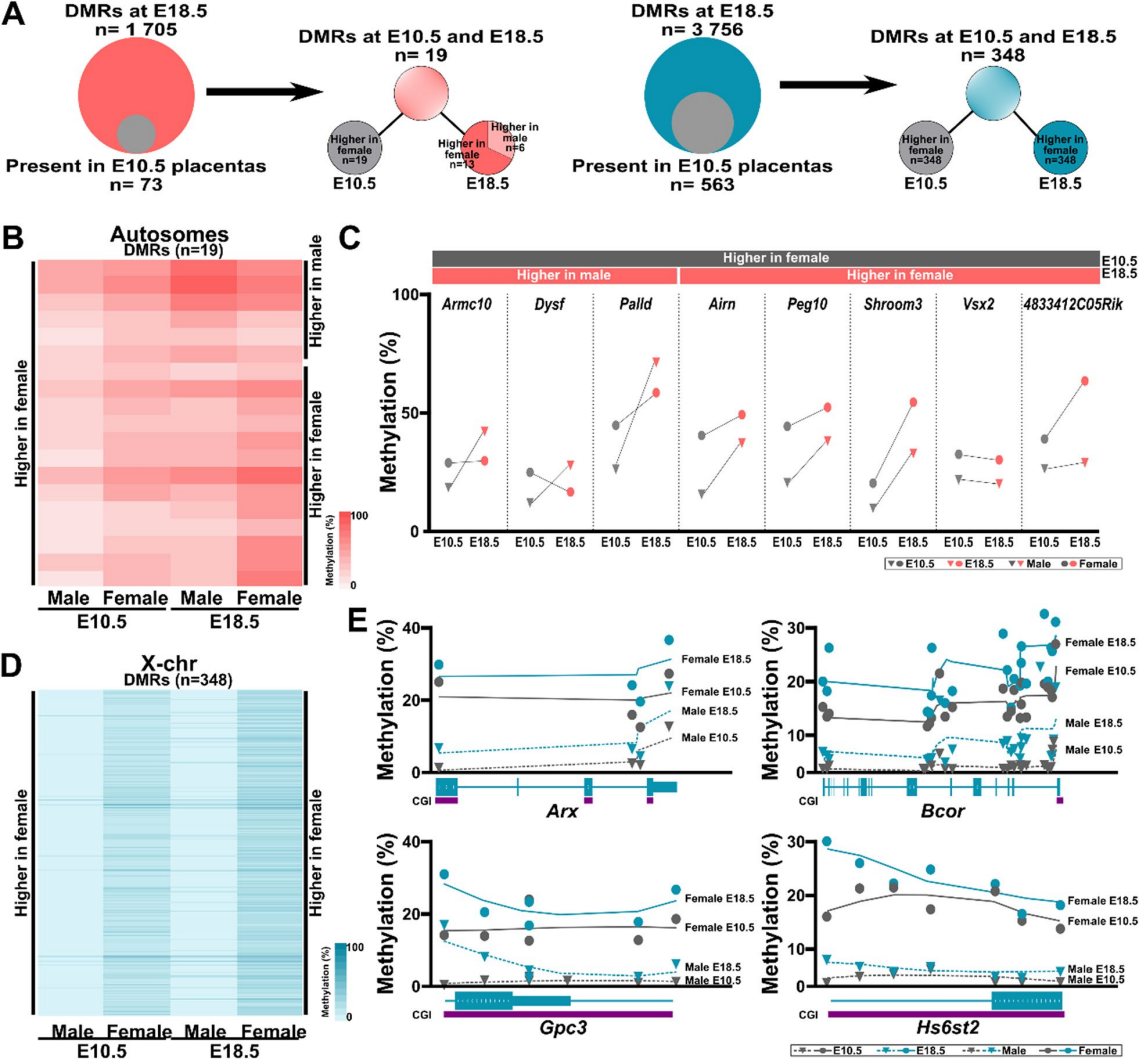
Selected DMRs between male and female E18.5 placentas are already established by mid-gestation. **A** Schematic of the overlap between autosomal (left) and X chromosomal (right) DMRs at E10.5 and E18.5. The term ‘Present’ designates 100 bp tiles identified within the E10.5 placenta dataset with a coverage of at least 10X, exhibiting DMRs in E18.5 placentas **B** DNA methylation levels of DMRs present on autosomal chromosomes at both E10.5 and E18.5 in male and female placentas. **C** Mean DNA methylation levels of selected autosomal DMRs in male and female placentas at E10.5 and E18.5. **D** DNA methylation levels of DMRs present on the X chromosome at both E10.5 and E18.5 in male and female placentas. **E** DNA methylation profiles of X chromosome DMRs in the indicated genes

These findings suggest that as the maturing mouse placenta (E10.5) develops and becomes more complex (e.g., cell types, organization), DMRs arise. 

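Over all autosomal tiles measured at E10.5, 8929 were DMRs higher in female and 952 higher in male placentas. The largest difference among those without overlap between the sexes was at the promoter of Speg, a kinase gene of striated muscle (chromosome 1, 75375201 to 75375300), with 16.0% ± 8.29 (SD, n = 3) in male and 65.4% ± 16.5 (SD, n = 3) in female placentas, at 10 to 85 reads. In the male direction, a tile of the untranslated region of Bcl6, a transcriptional repressor (chromosome 16, 23977601 to 23977700), had 61.8% ± 14.4 and 26.8% ± 7.90, at 20 to 66 reads. The mean autosomal level was 24.5%, 22.5% and 18.1% in male 1, 2 and 3 and 25.1%, 22.5% and 26.2% in female 1, 2 and 3, a difference of 2.91 percentage points between the means (exact permutation test, two-sided, p = 0.3). The mean X chromosome level was 25.9% ± 4.01 in male and 30.5% ± 2.38 in female placentas, a difference of 4.63 percentage points (exact permutation test, two-sided, p = 0.2; 0.1 is the smallest p for 3 placentas against 3). Without male 3 the differences between the means were 1.52 percentage points on autosomes and 1.73 on the X chromosome.
With edgeR, 227 autosomal tiles were higher in female and 30 higher in male placentas, while the overdispersion-corrected F test called 0, with 6211 at an unadjusted p under 0.05, and limma, added after seeing the data, called 0 and 1. The count of autosomal tiles higher in female placentas was 14713 without male 1, 16030 without female 2 and 5843 without female 3, and the count higher in male placentas was 1552 without male 3. Among settings added after seeing the data, edgeR without male 3 called 115 autosomal tiles higher in female and 97 higher in male placentas, and logistic regression with the coverage of methylated tiles as a covariate called 2168 and 1937 on the log2 scale and, in the other direction, 1062 and 2644 on the linear scale. From the regions already different at E10.5 and those that differed at E18.5, the paper proposes that DMRs arise as the placenta matures and becomes more complex.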

The presence of both consistent methylation levels across development and differential methylation patterns in specific genes highlights the intricate and selective nature of sex-specific epigenetic regulation in the placenta.

## Discussion

In this study, our objective was to identify molecular sex differences in the gene expression and DNA methylation profiles of male and female late-gestation mouse placentas. Consistent with the intricacies of proper development and X chromosome inactivation, a significant proportion of the molecular changes occurred on the X chromosomes, which had particularly divergent DNA methylation profiles and displayed sex differences in gene expression. However, significant epigenetic and transcriptomic sex differences were also observed on the autosomes. These data demonstrate that sex differences are widespread in the mouse placenta genome, and that simply excluding sex chromosome-derived sequencing data is an inadequate means of mitigating their effects in -omics studies.

On autosomes, female placentas had more DEGs with increased expression, while male placentas had more DMRs with increased methylation levels. These differences were associated with various biological functions, consistent with the mounting evidence of a mechanistic link between placental pathways and growth sex differences and risks of pregnancy complications [6, 47, 48]. Male placentas exhibited higher expression of genes associated with immune responses than female placentas, including DEGs involved in the responses to interferon α (*Ifit*, *Ifit2*), viruses (*Apobec1*, *Ifi203*), and other external stimuli (*C3ar1*, *Oprm1*). This suggests that male and female placentas could have differences in immune response. Notably, the male fetal–placental unit is more sensitive to maternal inflammation than the female unit [49]. Studies have reported upregulated innate and adaptive immune responses in male placentas, including in cases of maternal SARS-CoV-2 infection (reviewed in [50]). Maternal infection during early pregnancy is a recognized prenatal risk factor for mental illness in the offspring, particularly in males [51, 52]. A recent study examining the consequences of a high-fat diet during pregnancy, which creates a chronic inflammatory environment, highlighted the significant influence of sex in shaping distinct vulnerabilities and outcomes affecting the placenta, fetal brain, adult brain, and behavior [53]. It remains uncertain whether increased expression of immune response genes in the male fetal–placental unit could confer potential advantages, such as protection against viral infections, or disadvantages, such as increased placental inflammation, higher risk of fetal growth restriction, or impaired placental function.

Genes with higher DNA methylation levels in male placentas were linked to metabolic processes and signaling pathways, while genes that were more highly methylated in female placentas were associated with brain development, cell differentiation/specification, and neuron morphogenesis. Sexual dimorphism contributes to slight variations in placental metabolism, which have been speculated to be adaptive responses triggered by the fetus to promote optimal growth and ensure healthy development. In a recent study using a mouse model (C57BL/6J mice, standard diet) similar to the one used here, Saoi et al. observed distinct metabolic differences between male and female E18.5 placentas [47]. Specifically, the levels of intracellular metabolites related to fatty acid oxidation and purine degradation were higher in female placentas than in male placentas. This is consistent with our expression data showing that fatty acid transporter proteins like SLC27A1—which are critical for nutrient transport in the placenta—are more highly expressed in female placentas. Interestingly, we observed DMRs in neurodevelopmental genes, highlighting the connection between the placenta and the brain (the “placenta–brain axis”) [53, 54]. Various studies have reported associations between brain development and DNA methylation sex differences in autosomal genes, with specific DNA methylation profiles related to both normal and complicated pregnancies. For instance, in a mouse model of neurodevelopmental disorder induced by exposure to polychlorinated biphenyls, Laufer et al. observed shared sex-specific DNA methylation alterations related to neurodevelopment and autism spectrum disorder that were shared by the fetal brain and placenta [55]. In their study and in others, prenatal insults consistently impact male offspring more significantly than female offspring [6, 55, 56]. Importantly, these studies provide evidence that placental DNA methylation profiles can predict brain DNA methylation profiles—and possibly the risk of neurodevelopmental disorders.

The sex differences in DNA methylation levels we observed within the placenta were consistent with those observed in humans, in that male placentas typically exhibited higher methylation levels at DMRs than female placentas [24, 57]. Interestingly, it is the opposite of what occurs in most somatic tissues, where sex-associated DMRs tend to be more highly methylated in females [58–62]. Furthermore, we observed that some sex differences in DNA methylation levels occurred as early as E10.5, suggesting that they emerge during early placental development. Notably, we also identified regions where methylation remains consistent within one sex across both time points, particularly in autosomal regions. This indicates that in certain regions, DNA methylation is stable in one sex throughout embryonic development but highly dynamic in the other. Our findings also align with sex differences observed in human placental DNA methylation profiles associated with gestational age [63]. Further research will be required to fully comprehend the potential implications of these sex differences on fetal development in both healthy and complicated pregnancies.

Despite the thousands of DMRs observed on the X chromosomes, only a few dozen genes exhibited differential expression between male and female placentas. However, the increased expression of several X-linked chromatin-modifying enzymes and transcription factors (e.g., *Bcorl1*, *Jade3*, *Kdm5c*, *Kdm6a*, *Ogt*, *Suv39h1*, *Wnk3*, *Xist*, and *Zdhhc9*) in female placentas could profoundly influence their epigenetic landscape and contribute to the unique responses of male and female placentas to the maternal environment. While *Xist* is normally not expressed in male cells, other genes, such as *Ogt* (an O-linked N-acetylglucosamine (*O*-GlcNAc) transferase) and *Kdm5c* (a histone H3K4-specific demethylase) have been observed at higher baseline levels in female placentas due to their ability to escape X inactivation [64]. In addition, OGT is selectively downregulated in male placentas from mothers with gestational diabetes [65], and mouse studies indicate that prenatal stress impacts OGT and O-GlcNAcylation levels more in males than in females [66]. The finding that suboptimal environments can influence the expression of X-linked genes involved in key epigenetic regulatory processes reinforces the need to systematically acquire and analyze sex-specific measurements in transcriptomic and epigenetic placental studies, especially those investigating responses to adverse maternal environmental stimuli.

### Perspectives and significance

There has been comprehensive research investigating how the placenta contributes to pregnancy complications and the development of future offspring, particularly focusing on sex-related differences. Yet, despite these efforts, our understanding of sex-based variations in the epigenetic (like DNA methylation) and transcriptomic characteristics of the late-gestation mouse placenta remains considerably limited. Our study uncovers significant sex differences in the DNA methylation and gene expression profiles of late-gestation mouse placentas, providing comprehensive lists of the affected regions and genes. Importantly, we observed changes not only on the X chromosome, but also the autosomes, demonstrating the importance of accounting for sex differences and not assuming equivalency between males and females on non-sex chromosomes. These findings emphasize the importance of examining the impacts of sex-specificity in epigenetic and transcriptomic research, regardless of the species or developmental staged studied. Recognizing sex as a crucial biological variable will enhance our understanding of the intricate interplay between fetal sex, placental biology, and adverse maternal environmental stimuli, ultimately advancing our knowledge of reproductive health and improving pregnancy outcomes.

### Supplementary Information

** Additional file 1:** List of all differentially methylated regions (DMRs) between male and female E18.5 placentas.

** Additional file 2:** List of 205 essential placental genes based on published studies.

**Additional file 3:** **Figure S1.** Expression of Y chromosome genes in male placentas A) Differential expression analysis of Y chromosome genes in male and female E18.5 placentas (*n* = 121). Colored dots represent statistically significant DEGs (*p* < 0.05; *n* = 7) B) Expression levels (*z*-scores) of the Y chromosome DEGs. **Figure S2.** DEG abundance in male and female placentas A–B) MA plot of the differential expression (log2 fold change) values of normalized read counts and their average expression levels in A) male and B) female E18.5 placentas. The plots include all analyzed genes (left; *n* = 29,480); genes with read counts > 10,000 (middle; *n* = 29,165 and 29,160 in male and female placentas, respectively), and genes with read counts > 100 (right; *n* = 18,160 and 18,173 in male and female placentas, respectively). Colored dots represent significant DEGs on autosomes (pink) and X chromosomes (blue). The dotted black rectangle indicates the subset of the graph shown on the right. C) Differential expression values of each analyzed gene) in male and female placentas relative to their promoter’s GC content (%). Significant DEGs on autosomes and X chromosomes are shown in pink and blue, respectively. **Figure S3.** DMRs occur throughout the E18.5 placenta genome but are concentrated on the X chromosomes A) DNA methylation levels of a random subset of tiles in the individual male and female placenta samples. B) Mean DNA methylation levels within ± 15 kb of a transcriptional start site (TSS) or transcriptional end site (TES) in all analyzed tiles from male and female placentas. C) Distributions of the DNA methylation levels of various chromosomes in male and female placentas. Median DNA methylation values are indicated with diamonds. D) DNA methylation levels in tiles associated with autosomes (top) and X chromosomes (bottom) in male and female placentas. ****p < 0.0001, ***p < 0.001 by two-proportion *z*-test. E) Average DNA methylation levels in tiles associated with various genomic features on the autosomal (top) and X (bottom) chromosomes of male and female placentas. **Figure S4.** DNA methylation sex differences in various genomic elements A) DNA methylation levels of top changed genes on the autosomes (left) and X chromosomes (right) of male and female placentas. B) Distributions of autosomal (pink) and X chromosome (blue) DMRs located in various genomic elements in male and female placentas. C) Average DNA methylation levels of DMRs in autosomes (left) and X chromosomes (right) based on their location’s genomic annotation. **Figure S5.** DNA methylation and expression patterns of genes essential for placental development A) DNA methylation levels of autosomal (left) and X chromosomal (right) tiles associated with key placental developmental genes in male and female E18.5 placentas. B) DNA methylation levels of autosomal and X chromosomal DMRs associated with placental development genes in male and female placentas. C) Distributions of all analyzed tiles and DMRs located in essential placental development genes on the autosomes and X chromosomes. D) Distributions of individual placenta developmental genes on the autosomes and X chromosomes in the analyzed tiles and DMRs. E) DNA methylation levels of selected placenta developmental gene-related DMRs in male and female placentas. F) The top five pathways enriched for the placental development-associated DMRs in B). G) Expression levels (*z*-scores) of differentially expressed essential placental development genes.

## Data Availability

The datasets from this study have been submitted to the Gene Expression Omnibus (GSE252284).

# Supplementary material for: Sex-based disparities in DNA methylation and gene expression in late-gestation mouse placentas
**Source:** Biol Sex Differ. 2024 Jan 6;15:2. doi: 10.1186/s13293-023-00577-w
**Supplement:** Supplementary file 3 — Additional file 3: Figure S1. Expression of Y chromosome genes in male placentas A) Differential expression analysis of Y chromosome genes in male and female E18.5 placentas (n = 121). Colored dots represent statistically significant DEGs (p < 0.05; n = 7) B) Expression levels (z-scores) of the Y chromosome DEGs. Figure S2. DEG abundance in male and female placentas A–B) MA plot of the differential expression (log2 fold change) values of normalized read counts and their average expression levels in A) male and B) female E18.5 placentas. The plots include all analyzed genes (left; n = 29,480); genes with read counts > 10,000 (middle; n = 29,165 and 29,160 in male and female placentas, respectively), and genes with read counts > 100 (right; n = 18,160 and 18,173 in male and female placentas, respectively). Colored dots represent significant DEGs on autosomes (pink) and X chromosomes (blue). The dotted black rectangle indicates the subset of the graph shown on the right. C) Differential expression values of each analyzed gene) in male and female placentas relative to their promoter’s GC content (%). Significant DEGs on autosomes and X chromosomes are shown in pink and blue, respectively. Figure S3. DMRs occur throughout the E18.5 placenta genome but are concentrated on the X chromosomes A) DNA methylation levels of a random subset of tiles in the individual male and female placenta samples. B) Mean DNA methylation levels within ± 15 kb of a transcriptional start site (TSS) or transcriptional end site (TES) in all analyzed tiles from male and female placentas. C) Distributions of the DNA methylation levels of various chromosomes in male and female placentas. Median DNA methylation values are indicated with diamonds. D) DNA methylation levels in tiles associated with autosomes (top) and X chromosomes (bottom) in male and female placentas. ****p < 0.0001, ***p < 0.001 by two-proportion z-test. E) Average DNA methylation levels in tiles associated with various genomic feat

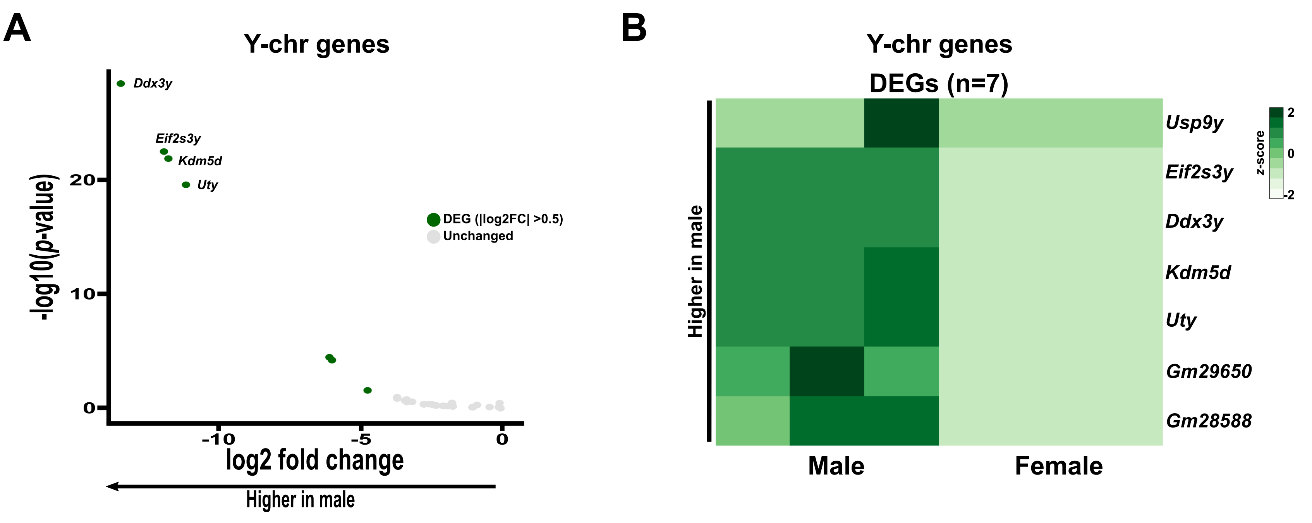

**Figure S1. Expression of Y chromosome genes in male placentas**

**
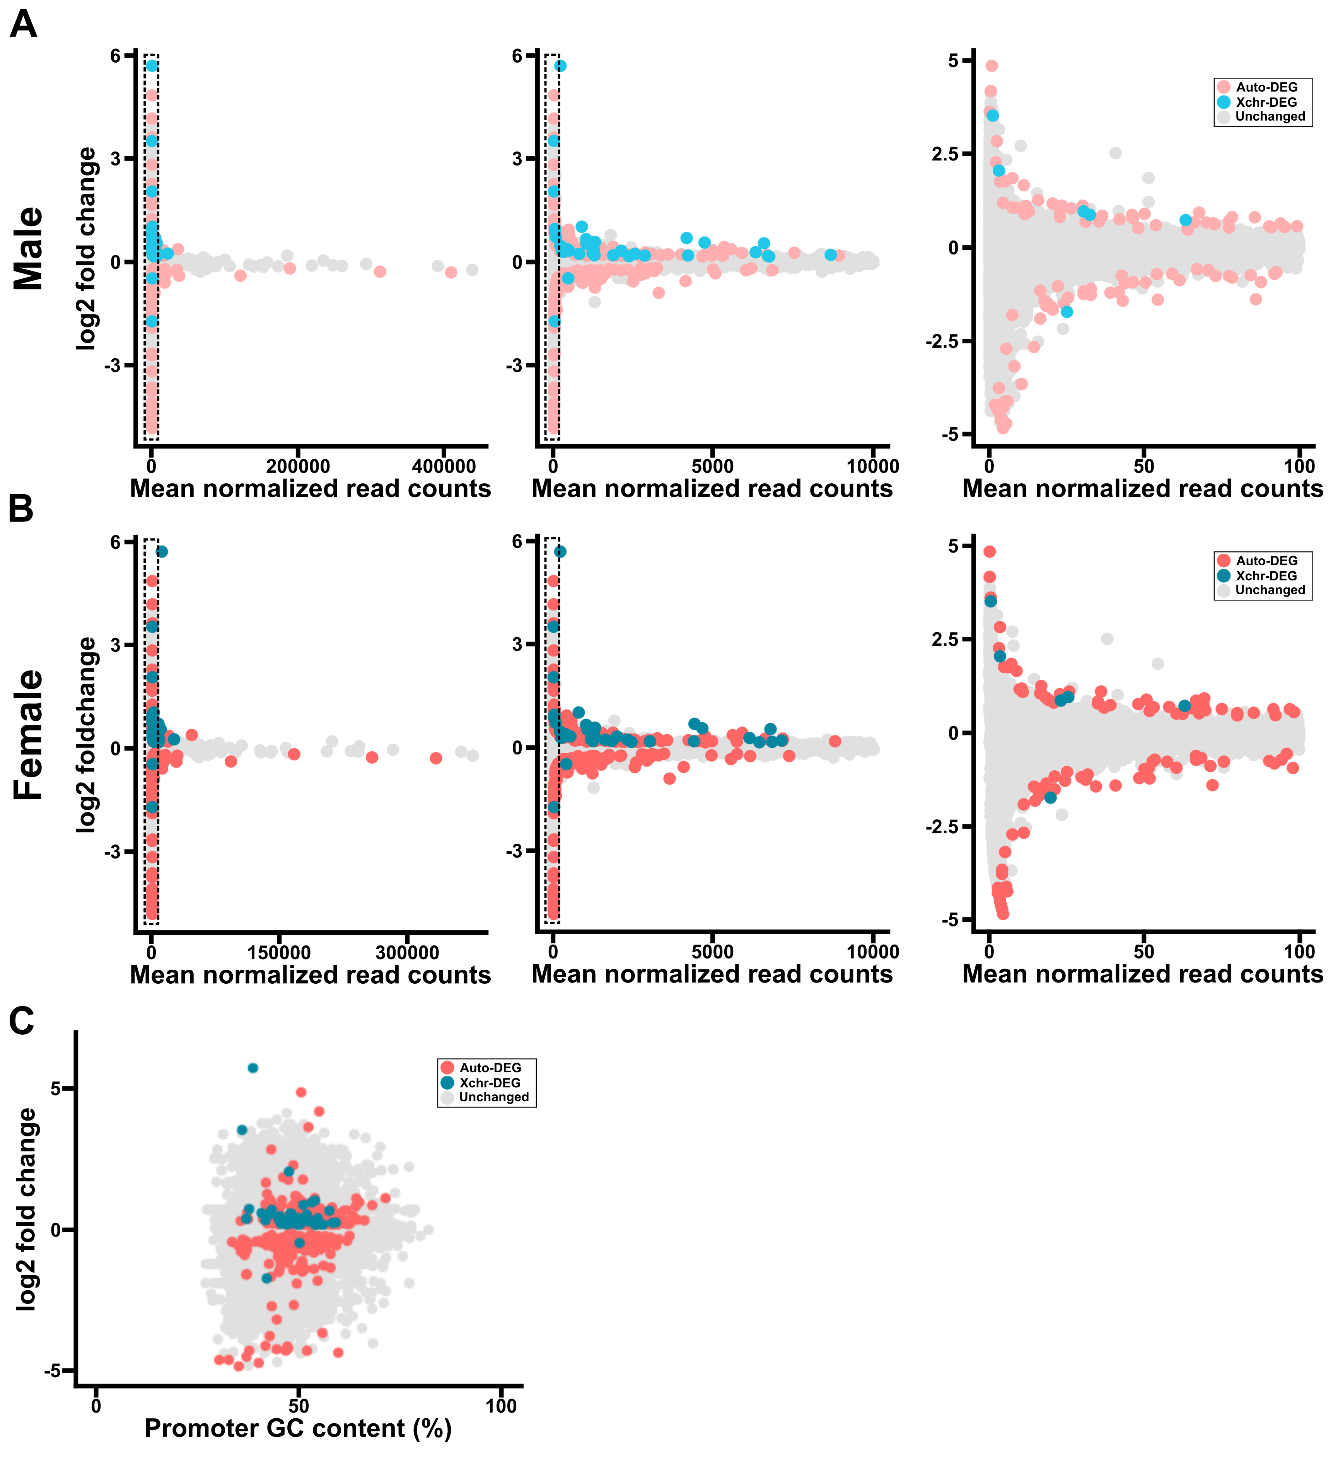
**

**Figure S2.** **DEG abundance in male and female placentas**

**
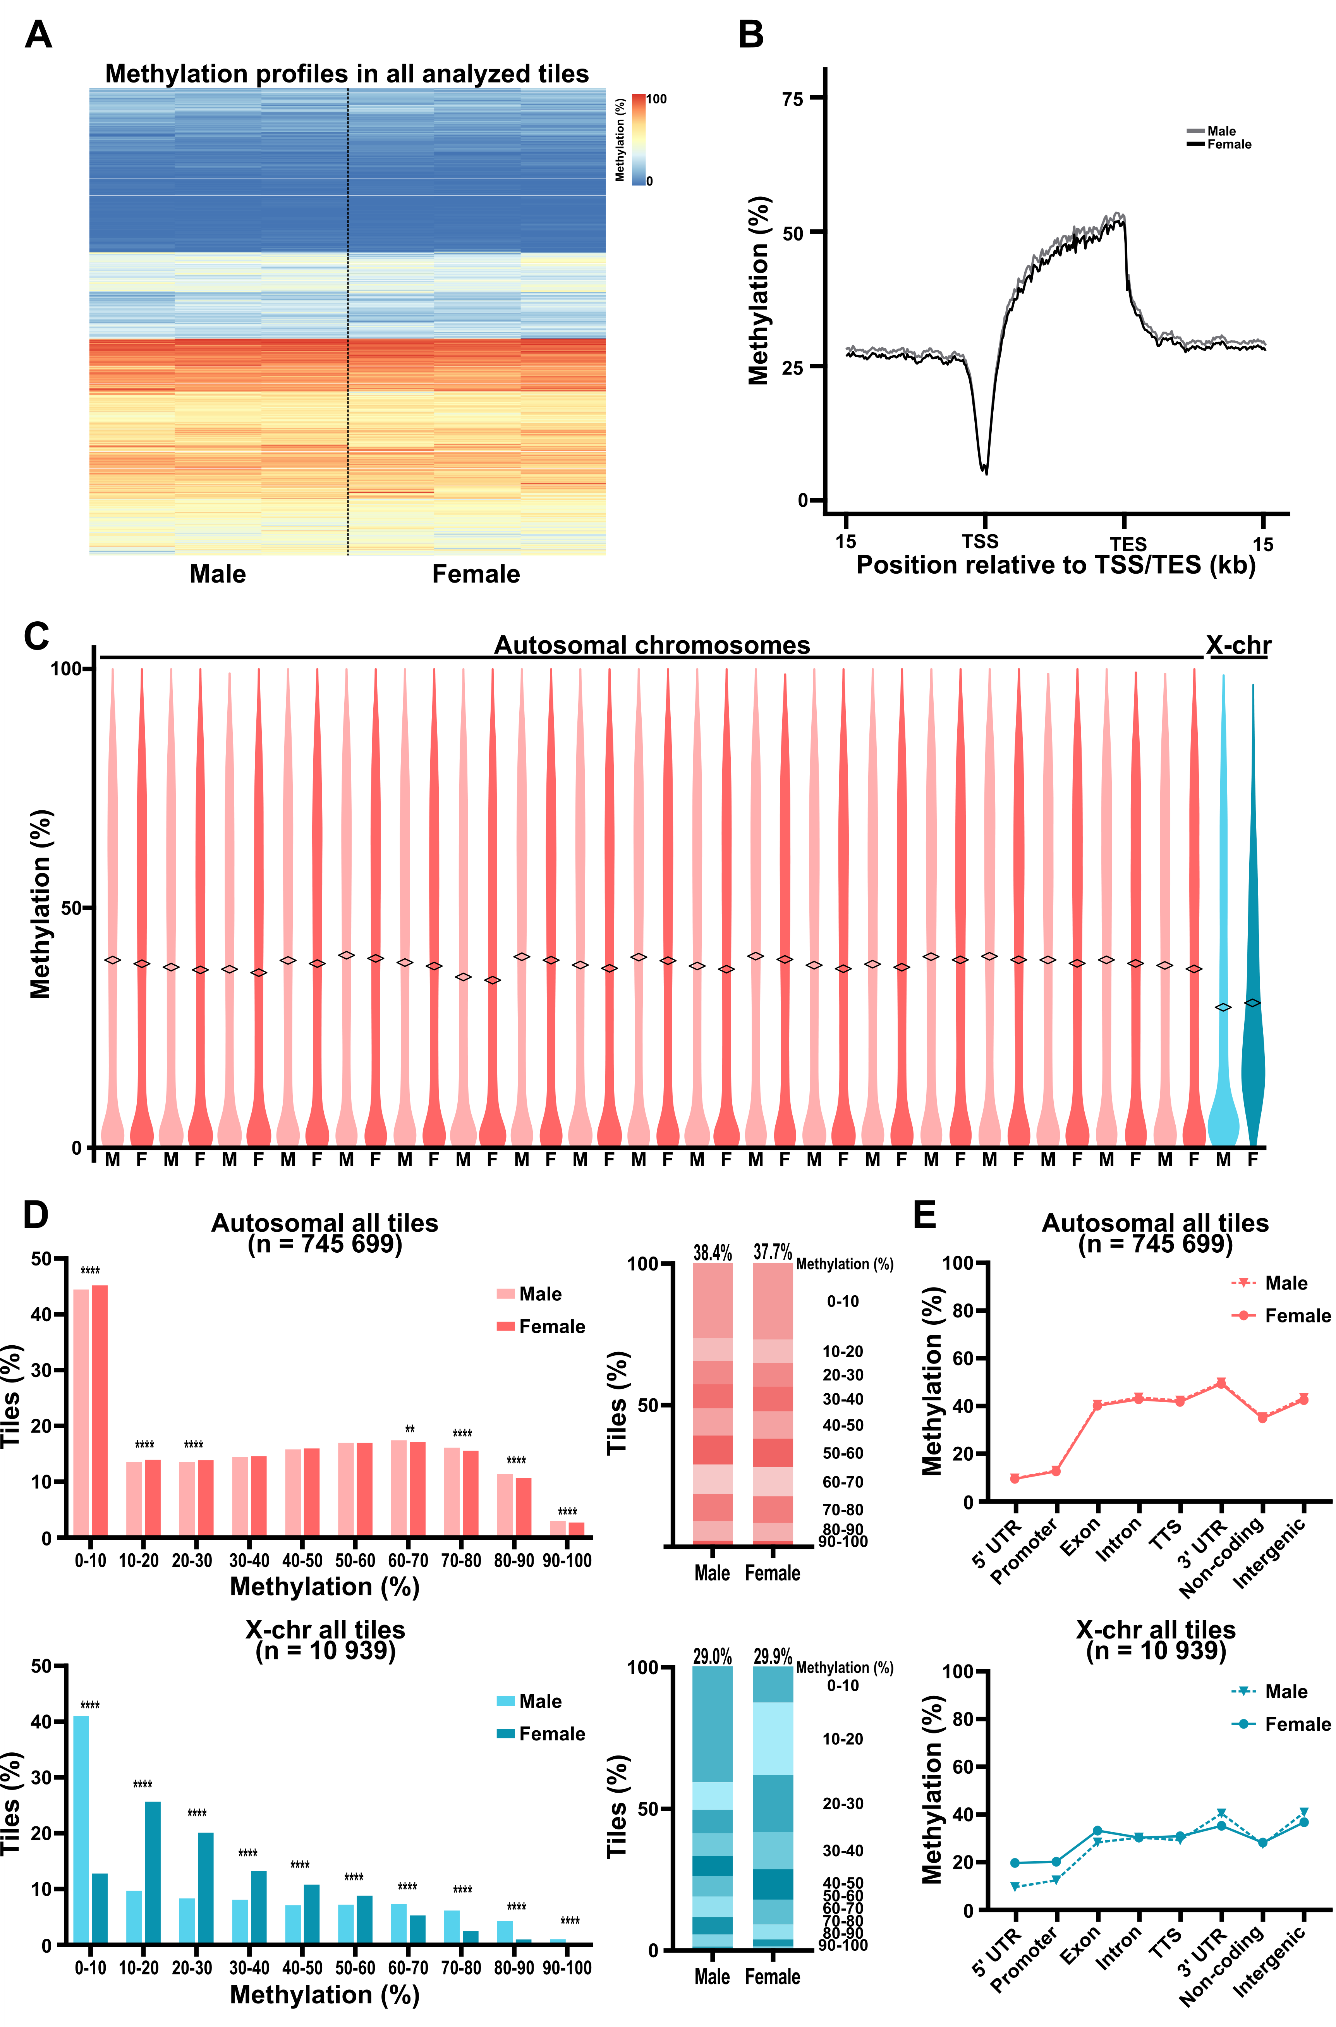
**

**Figure S3. DMRs occur throughout the E18.5 placenta genome but are concentrated on the X chromosomes**

**
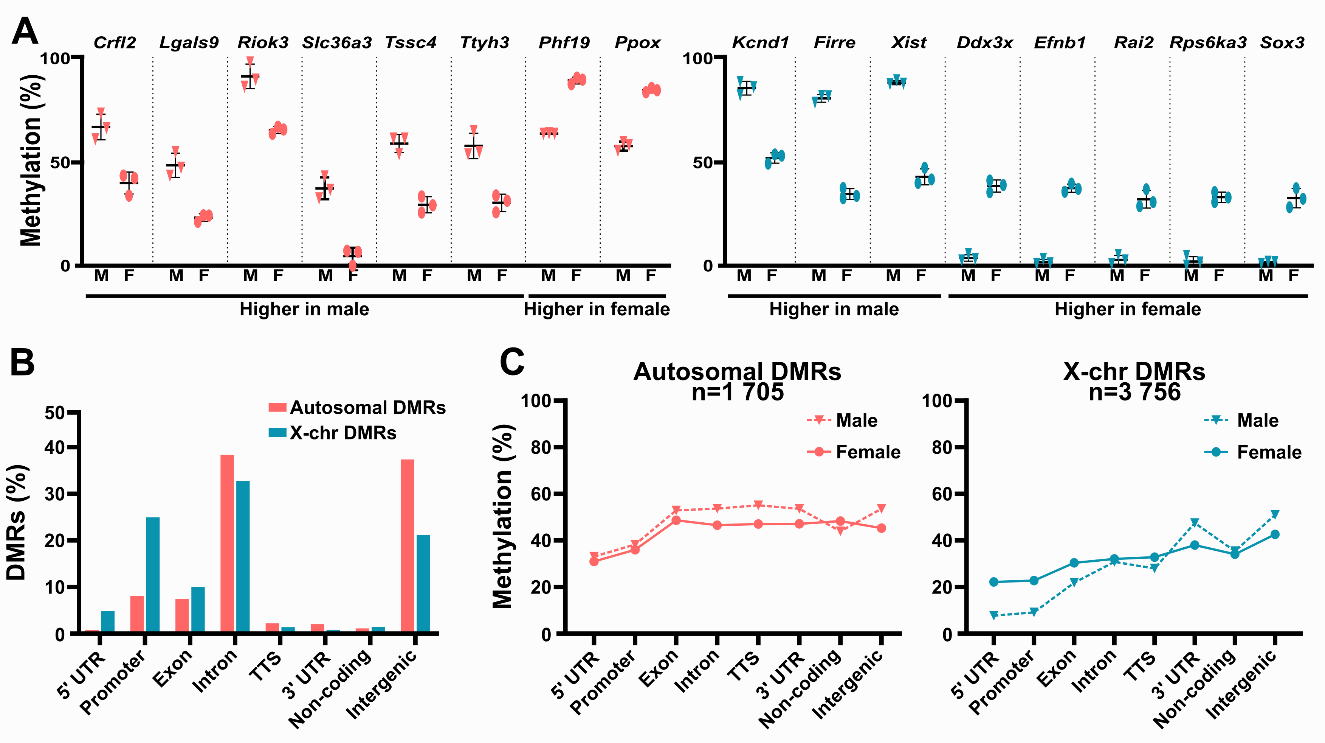
**

**Figure S4. DNA methylation differences in various genomic elements**

**
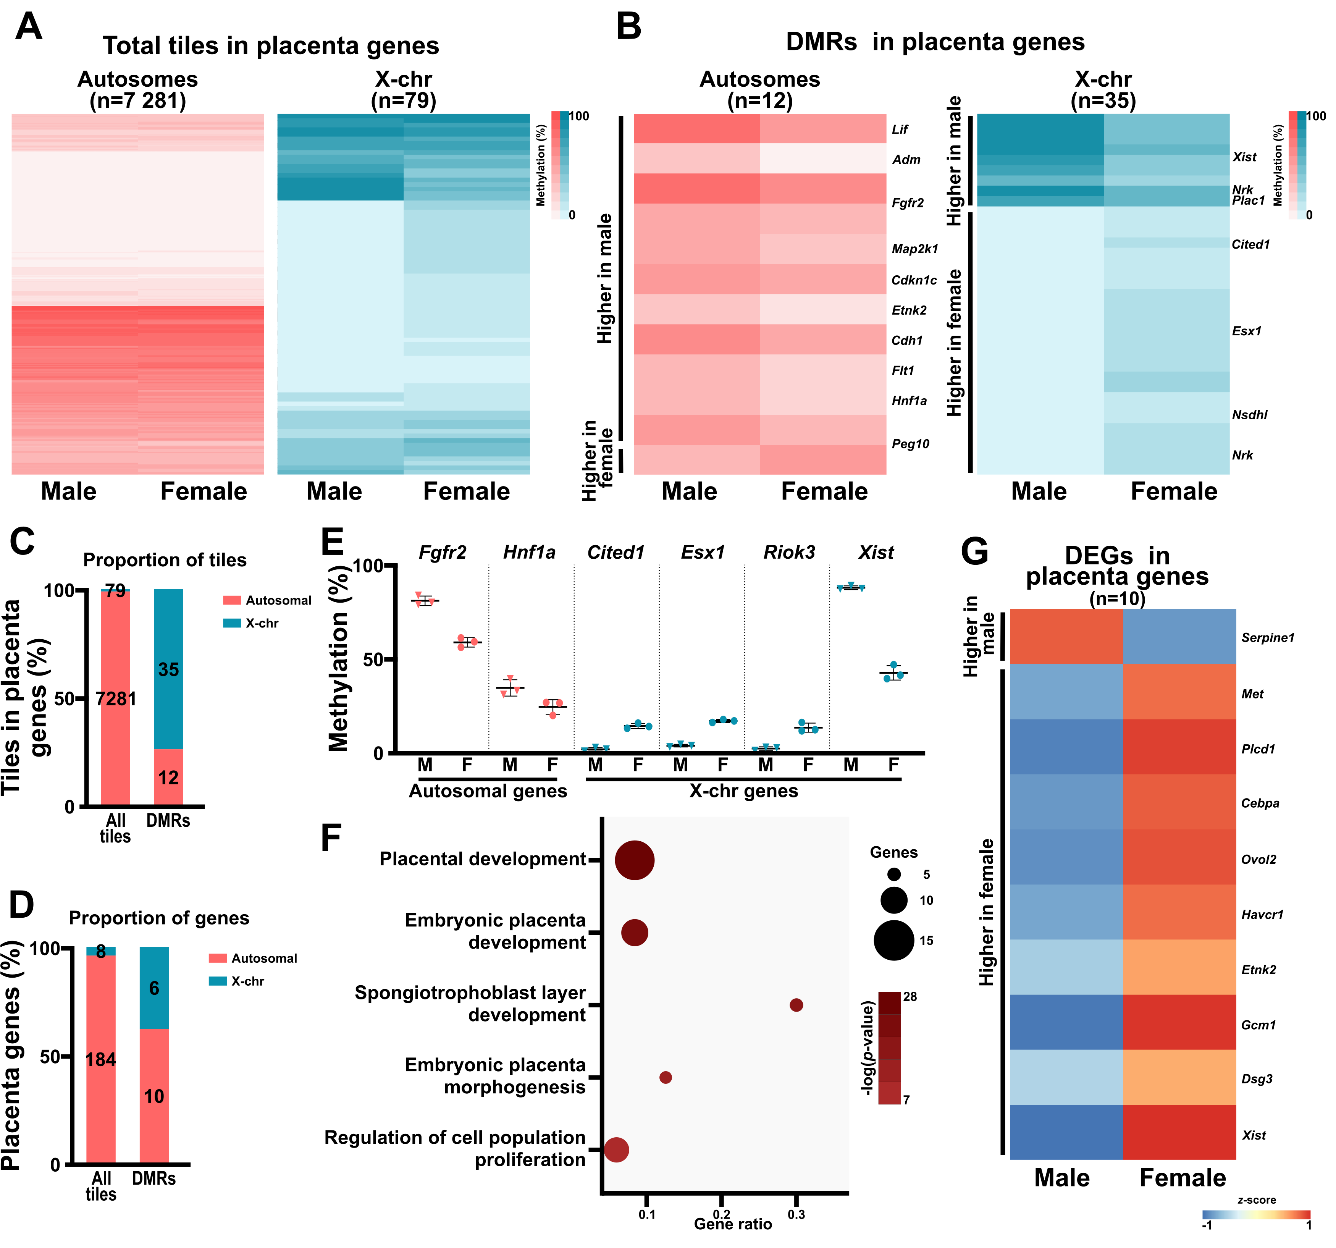
**

**Figure S5. DNA methylation and expression patterns of genes essential for placental development**

How the deposited data were processed for this re-analysis (not part of the article)

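DNA methylation was measured in 6 E10.5 placentas of C57BL/6 mice, 3 from male and 3 from female embryos, by rapid reduced representation bisulfite sequencing. The paper's other samples, the E18.5 placentas measured by capture bisulfite sequencing and by RNA sequencing, were not analysed here, and their values are the paper's. The authors trimmed the reads with Trim Galore 0.3.3, aligned them to GRCm38 with BSMAP 2.90 and wrote, in the input format of methylKit, the read count of each CpG cytosine (its coverage) and the percent of these reads that kept a C or were read as T. These counts and percent values were used as deposited, without normalization by the authors that the sources used here describe. In 5 of the 6 libraries the highest coverage of a cytosine was 65535, and it was 60078 in male 3. On chromosomes 19 and X, 100% of the listed cytosines were at CpGs of the GRCm38 reference, so that positions were taken as given.

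The methylated read count of a cytosine was its coverage times its percent of methylated reads, rounded to a whole number. Counts were summed over tiles of 100 bp that start at base 1 of each chromosome, and a tile was kept with at least 10 reads and at least 2 CpGs in each library. The reads of a tile are summed over its cytosines, so a read that covers several CpGs counts at each and the counts are not independent molecules. The tile length is that of the paper's methods, the coverage that of its Fig. 5 legend, and the number of CpGs that stated in its results for E18.5. The levels of a sex were compared in each tile by logistic regression on the counts, with a likelihood-ratio chi-square test, adjusted by the Benjamini-Hochberg procedure over all tiles. A tile with an adjusted p under 0.01 and a difference of over 10 percentage points between pooled reads was called a DMR, with the threshold of the paper's methods and the difference that its results state for E18.5. The threshold of 10 reads bounds the precision of a level in 1 library. Mean levels were compared by an exact permutation test over the libraries, which cannot give a p under 0.1 for 3 libraries against 3. Genes and promoters, from 1000 bp upstream to 100 bp downstream of a transcription start, were taken from the GENCODE annotation of GRCm38.

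The genes named in the text were chosen by a rule. It took every gene that the paper names for E10.5, the E18.5 DMR tiles called at E10.5 with the largest differences in each direction (at most 10 each), the 10 DMRs with the largest difference in each direction among those whose sexes do not overlap, apart for autosomes and the X chromosome, the tiles of Xist and Firre, and up to 4 called members of each gene list with the largest differences. The E18.5 tiles of Additional file 1 were known when the rule was written. Tmem267 was singled out after its values were seen. The 11 gene lists were genes the paper names for E10.5, long noncoding RNAs of X inactivation, genes that escape it, imprinted genes with a germline differentially methylated region, regulators and markers of trophoblast, markers of maternal decidua, of fetal blood and of endothelium and mesenchyme, germline genes methylated in somatic tissue, the DNA methylation machinery, and the essential placental genes of Additional file 2. The test, the rule, the lists and 20 alternative settings were fixed before the data were examined, and 8 settings were added afterwards.

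The alternatives were other minimums of coverage (5, 15 and 20 reads per tile, or 10 reads per cytosine) and of CpGs, both strands of a CpG counted apart, a cap on coverage at the 99.9 percentile, other differences (5 and 20 percentage points), a centred difference, means over libraries in place of pooled reads, adjustment within autosomes and within the X chromosome, a promoter window of 500 bp on each side, the F test of methylKit that corrects for overdispersion, the likelihood-ratio test of edgeR on methylated and unmethylated counts, limma on M-values, the replicate number as a block, each library left out in turn, and a covariate for the coverage of methylated tiles. The covariate is the median coverage of methylated over that of unmethylated autosomal tiles, at an equal number of CpGs. Methylated (over 75%) and unmethylated (under 5%) tiles were chosen by their level over the female libraries only, which are 1 of the groups compared. With the covariate, a difference between the sexes is the one that the model predicts at the mean of the covariate, not one between pooled reads. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, figures were drawn with matplotlib 3.10.9, and edgeR 4.0.16 and limma 3.58.1 ran in R 4.3.3. Each test was tested on simulated data of 20000 tiles, of which 200 differed by 20 percentage points between the sexes. With counting error only, logistic regression recovered 170 of the 200 tiles, edgeR 170, logistic regression with the block 168 and with the covariate 151, while the overdispersion-corrected F test and limma recovered 0, so that a count of 0 from either says little. With a spread between libraries added, the numbers were 179, 98, 177 and 165, and 109, 3, 95 and 168 unchanged tiles were called. This spread was drawn for each tile apart, with no shift of a whole library, so that these numbers can understate false calls in the real data.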

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

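The count of autosomal DMRs over other splits of the placentas, the share of DMRs without male 3 by logistic regression, and the tests of CpG number and of bisulfite conversion by level were set before their results were seen, while the other counts over splits, edgeR without male 3, limma, the coverage of methylated tiles with its covariate, both tests at imprinted promoters and both tests of the Tmem267 tiles were chosen afterwards.

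Outside the E18.5 regions of Additional file 1, 9850 autosomal tiles were DMRs at E10.5, which the paper does not discuss, and of all 9881 autosomal DMRs 90.4% were higher in female placentas. Without male 3 this share was 81.7% by logistic regression, above a bound of 80% past which the low level of male 3 was to be excluded as the whole cause, but edgeR without male 3 called 115 tiles higher in female and 97 higher in male placentas (54.2%), so that this bound, passed narrowly by a test that ignores the spread between placentas, does not decide. With the relative coverage of methylated tiles in each library as a covariate, the share was 52.8% on the log2 scale and 28.7% on the linear scale, under bounds written after these values were seen. The covariate lies close to the mean autosomal level (r = 0.955, permutation p = 0.00833; rho = 0.943, permutation p = 0.0167; r = 0.830 without male 2 and male 3, n = 4) and differs in part with sex (0.599 ± 0.375 in male and 0.942 ± 0.0823 in female libraries, SD, n = 3 each, exact permutation test, two-sided, p = 0.2). It may therefore take up a difference between the sexes too, which was not tested. On the linear scale the directions turned, with 1062 tiles higher in female and 2644 higher in male placentas. The splits are too few to judge chance: 2 of 10 gave as many autosomal DMRs, the real one with 9881 and that of male 1, female 1 and female 3 against the others with 17363, which points to a structure of the samples. The low level of male 3 and unequal recovery of methylated regions therefore cannot be told apart from a difference between the sexes, which stays open and was not tested apart from them.

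In male 3 4.40% of reads were methylated, against 10.8 to 20.8% in the other libraries, and at 25 imprinted promoter tiles with a level of 35 to 65% over the female libraries its median was 10.3%, against 32.5 to 45.5%; an imprinted region is methylated on a single allele in most cell types, which argues against a different mix of cell types or a younger tissue as the cause. The coverage of methylated relative to unmethylated tiles at an equal number of CpGs was 0.181 in male 3, which is 0.255 times the lowest other library (0.710 in male 2), so that methylated molecules may be under-represented in this library, but the bounds of this test were written after its value was seen. A test set earlier went the other way. The gap of male 3 below the female libraries in log-odds was 0.909 times as large at tiles of 8 or more CpGs as at tiles of 2 or 3 CpGs (95% bootstrap interval 0.879 to 0.941). A ratio of at most 1 was to exclude under-representation. That bound took the loss to follow the CpGs of a tile. At an equal number of CpGs, male 3 had a median of 8.86% at 6 imprinted tiles against 34.2% at other tiles of like level (2 to 4 CpGs). It had 17.1% at 7 imprinted tiles against 38.7% (5 to 7 CpGs), 0% at 7 against 36.8% (8 to 10) and 17.0% at 5 against 29.7% (11 to 20). The deficit did not grow steadily with CpG number, but so few tiles cannot show whether the loss follows it. The earlier test and the coverage therefore point in different directions. If bisulfite had also converted methylated cytosines, male 3 would be lower by a like factor at every level and kind of tile; its ratio to the female mean was 1.26 times as high at tiles of the highest level (0.913) as at those of 35 to 65% (0.723), between the bounds set for that test, but at the 25 imprinted tiles it was 0.339 times that at other tiles of like level and CpG number (95% bootstrap interval over 9 regions 0.0300 to 0.674, against 0.996 in male 1 and 0.865 in male 2), which argues against such conversion as the whole cause. Under-representation of methylated molecules stays open, and beyond cell mix and age no biological explanation was tested.

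At the promoter of Tmem267 (chromosome 13, 119488001 to 119488300), 3 adjacent DMRs, noticed in the data, had levels that differed between placentas of the same sex, with 36.5%, 7.63% and 66.0% in female 1, 2 and 3 and 18.3%, 5.63% and 6.02% in male 1, 2 and 3 at the first tile, at 432 to 2361 reads. The SD between female placentas, 26.8 percentage points at the tile with the middle value, was at percentile 100 among 3027 autosomal tiles of like level and at least as many reads, but since the tiles were noticed for this spread, its rank excludes nothing, and counting error stays open, as reads copied by PCR are not independent molecules. Over these tiles the median of female 2 was 0.834 times that of female 3, against 0.116 at the Tmem267 tiles, which argues against a library-wide shift. The difference between the sexes at the first tile, 22.2 percentage points, was 41.1 without female 2, 9.99 without female 3 and, with the covariate, 3.52 on the log2 and 1.58 on the linear scale, the last 3 without a call, beside the paper's E18.5 levels of 32.4% in male and 69.3% in female placentas. A candidate explanation is a region whose methylation varies between individual placentas of either sex, a hypothesis found and tested on the same 6 placentas; a variant of the sequence in single placentas was not tested.

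The paper reports no E10.5 X chromosome DMR higher in male placentas, and 197 tiles were so called by logistic regression, against 2 by edgeR, 1 by limma on M-values and 0 by the overdispersion-corrected F test. Of 24 imprinted genes with a germline differentially methylated region, 19 (16 when genes that share a called tile are counted once) had a DMR higher in female placentas, genes that the paper, apart from Peg10 and Airn, does not discuss at E10.5. On the X chromosome the real split had the highest count (1 of 10 splits, 1294 DMRs, against 677 in the next), as it did among the autosomal E18.5 tiles (1 of 10, 31 against 28), while 4 of 10 splits reached the 3 called X chromosome tiles listed as higher in male placentas at E18.5 (up to 6); with 10 splits, no share can be under 0.1.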

How the results depend on the processing

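The tests with limma, edgeR without male 3, the covariate, at least 15 reads, and 10 reads per cytosine with 1 CpG were chosen after the data were seen. Of 300 values of results that answer a comparison, 217 kept their direction and stayed within 1.5 times of the value given above or within its spread, and of 1226 values of single tiles 911 kept their call, 311 kept the direction without the call and 4 changed direction; where a value moved, the cause was not tested. Counts follow in the order autosomal DMRs higher in female and in male, X chromosome DMRs higher in female and in male, and called E18.5 tiles, autosomal and X. Leaving out 1 library in turn gave 5843 to 16030, 652 to 1552, 951 to 1314, 126 to 301, 20 to 36 and 2 to 6, with 115 to 132 and 21 to 39 E18.5 tiles measured, mean differences of 1.52 to 4.24 percentage points on autosomes and 1.73 to 6.26 on the X chromosome, and an E18.5 level above that of E10.5 at 85.6 to 96.6% of tiles in male and 74.2 to 80.0% in female placentas; the autosomal female count was lowest without female 3 and highest without female 2, and was 14713 without male 1. The overdispersion-corrected F test gave 0, 0, 0, 0, 0 and 0, edgeR 227, 30, 726, 2, 5 and 0, edgeR without male 3 115, 97, 628, 10, 4 and 0, limma on M-values 0, 1, 246, 1, 0 and 0, on centred M-values 0, 0, 47, 0, 0 and 0, and at an adjusted p under 0.05 3, 6, 432, 2, 0 and 0. The covariate gave 2168, 1937, 505, 319, 13 and 6 on the log2 scale and 1062, 2644, 490, 367, 14 and 5 on the linear scale. A difference of over 20 percentage points gave 929, 216, 145, 32, 5 and 0 (by its construction), and of over 5 points 15585, 1540, 1799, 241, 48 and 4. With 10 reads per cytosine there were 5205, 447, 734, 73, 20 and 0, of 75 and 8 measured tiles, with the E18.5 level the higher one at 85.3% in female placentas, and with 1 CpG 8310, 683, 865, 97, 23 and 1, with 11 X chromosome tiles measured. The promoters of decidua markers, 10.3% ± 1.18 in male and 9.37% ± 0.650 in female placentas (SD, n = 3), lay 1.12 percentage points higher in female placentas with the window of 500 bp on each side. At single tiles, the difference was −0.368 in Vsx2 and −2.05 in 4833412C05Rik with the covariate on the linear scale, and 1.29 in Zfp629 with means over libraries and, with 1 library left out, −13.5 to 1.07, the latter without male 2. With the replicate number as a block the counts were 7322, 931, 1051, 204, 31 and 3. The r between same-numbered placentas was 0.0954, −0.0436 and −0.133, and not every placenta correlated best with its own number. These correlations cannot settle whether a number marks a litter, which the labels do not give. The minimum of 10 reads limits single tiles: at 20 reads per tile 99 and 17 E18.5 tiles were left.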

Differences from the paper's values

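The values are set beside the paper's at its stated thresholds, of which the minimum of 2 CpGs and the difference of 10 percentage points are stated for E18.5 and not for E10.5, with the overdispersion setting that its text does not name left at the default of methylKit. The settings of 15 reads per tile, of 10 reads per cytosine with 1 CpG, and of the coverage covariate were chosen after the data were seen.

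The paper's number of autosomal E18.5 regions present at E10.5 is 73, and here it was 115. It fell within 1.5 times of the paper's with at least 20 reads per tile (99) and with only cytosines of at least 10 reads (75), and not with the other alternatives set before the data were examined. It also did so in 2 settings chosen after seeing the values, with at least 15 reads per tile (107) and with cytosines of at least 10 reads and 1 CpG (99), both of which call all 10 of the paper's named tiles.

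The paper's number of these regions that were DMRs at E10.5 is 19, and here it was 31, of which 29 were higher in female placentas, where the paper has 19. The number called was within 1.5 times of the paper's with at least 20 reads (28), with cytosines of at least 10 reads (20), and without male 2 (25), male 3 (21) or female 3 (20). The number higher in female placentas was so with at least 20 reads (27), with cytosines of at least 10 reads (19), with the replicate block (28), and without male 2 (25), male 3 (18) or female 3 (19). The other alternatives set before the data were examined did not reach it. Of the 10 autosomal tiles of genes that the paper names, the setting without male 3 drops 6, without male 2 drops 2 and without female 3 drops 1. Among settings chosen after seeing the values, cytosines of at least 10 reads with 1 CpG gave 23 called and 22 higher in female placentas and drop 0 of these tiles, at least 15 reads gave 28 higher in female placentas and drop 0, and the covariate gave 13 called on the log2 and 14 on the linear scale and drops 6 on each.

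Of the regions called at both stages, the paper has 6 higher in male placentas at E18.5, and here there were 13. With cytosines of at least 10 reads there were 7, and without male 2, male 3 or female 3 there were 8, 9 and 8, within 1.5 times of the paper's number, as were the 7 and 8 of the covariate on the log2 and linear scale, chosen after seeing the values; the other alternatives set before the data were examined gave larger or smaller numbers. Counting only cytosines of at least 10 reads, set before the data were examined, brought all of these autosomal counts close to the paper's. It gave 75 regions present and 20 called, 19 of them higher in female placentas at E10.5, against the paper's 73, 19 and 19. Of those called, 7 were higher in male and 13 in female placentas at E18.5, against 6 and 13. All 10 named tiles were called. Whether the paper counted coverage in this way was not tested. The paper's number of X chromosome E18.5 DMRs higher in female placentas is 2491, of which the copy used held 275.

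The paper gives all regions called at both stages as higher in female placentas at E10.5. Here 29 of 31 were, and those near Fzd9 and in Zfp629 were higher in male placentas by 34.8 and 10.4 percentage points between pooled reads. In Zfp629 the means over libraries were 1.29 percentage points higher in female placentas (exact permutation test, two-sided, p = 0.9; adjusted p of 1 from edgeR). With edgeR 5 of 5 called tiles were higher in female placentas, as were 25 of 25 without male 2, and with cytosines of at least 10 reads 19 of 20. Without male 3 it was 18 of 21, and in settings chosen after seeing the values 3 of 4 with edgeR without male 3, 9 of 13 with the covariate on the log2 scale and 9 of 14 on the linear scale.

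The paper describes the X chromosome regions called at both stages as higher in female placentas. Of the 21 measured tiles that Additional file 1 lists as higher in male placentas at E18.5, 3 were DMRs here, each higher in male placentas, while 0 were called by edgeR, with 2 at an unadjusted p under 0.05, and 0 by the overdispersion-corrected F test, with 2.

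In Fig. 5C the panel of 4833412C05Rik shows E18.5 levels of about 29% and about 63%, read by eye, where Additional file 1 has 39.6% in male and 51.3% in female placentas for this gene, and 29.0% and 63.4% for 3110070M22Rik. The panel's E10.5 levels, also read by eye, are about 26% in male and about 39% in female placentas. Here the pooled E10.5 levels were 23.8% and 36.2% at the tile of 4833412C05Rik. At that of 3110070M22Rik (chromosome 13, 119488201 to 119488300) they were 26.1% and 37.6%. The latter tile is also the last of the Tmem267 tiles described above. Which tile the panel shows is not settled by the sources used here.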

Other observations

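No test in this part was chosen after its result was seen, apart from the counts without male 3, that of genes sharing a called tile, and the covariate for the coverage of methylated tiles. Imprinted genes with a germline differentially methylated region had a mean promoter level of 20.7% ± 10.6 (SD, n = 3) in male placentas, with 8.88% in male 3, and 33.1% ± 2.25 (SD, n = 3) in female placentas (exact permutation test, two-sided, p = 0.1). Of 24 such genes, 19 had a DMR higher in female and 2 a DMR higher in male placentas, the same numbers when adjusted over the list alone, 12 and 0 with edgeR, and 16 and 3 without male 3. Some of the 19 share tiles, such as Airn with Igf2r and Peg10 with Sgce, and counted once where they share a called tile they make 16 groups. Nnat, which encodes neuronatin, had 25.4% ± 19.9 in male placentas, with 5.15% in male 3, and 53.7% ± 8.32 in female placentas, and Snrpn, a gene of the Prader-Willi region, had 4.17% ± 7.22 and 34.5% ± 14.2; with the covariate the pooled difference in Nnat, 29.2 percentage points, was 13.6 on the log2 and 11.2 on the linear scale. On the X chromosome, 5 of 7 measured essential placental genes had a DMR higher in female and 0 one higher in male placentas, also when adjusted over the list alone, and 4 with edgeR. They include Nrk, a kinase that restrains trophoblast proliferation, with 0.121% ± 0.209 in male and 21.6% ± 0.486 in female placentas, Esx1, a homeobox gene of the labyrinth, with 0.529% ± 0.916 and 18.9% ± 1.98, and Ldoc1, with 4.92% ± 4.53 and 30.3% ± 4.82, whose pooled difference of 24.9 percentage points was 12.9 and 15.0 with the covariate. Of all X chromosome protein-coding genes measured, 64.2% had a DMR higher in female placentas.

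Among 180 measured autosomal genes of the same list, 45 had a DMR higher in female and 5 a DMR higher in male placentas, 43 and 5 when adjusted over the list alone, 2 and 0 with edgeR, and 29 and 8 without male 3, where 21.2% of 15568 autosomal protein-coding genes had a DMR higher in female and 2.30% one higher in male placentas. Counts of genes depend on the number of tiles per gene. By tiles the share of this list was the smaller one, with 78 of 2383 called higher in female placentas, against 8929 of all 172223 autosomal tiles. The promoters of these essential genes were at 2.32% ± 0.447 in male placentas, with 1.81% in male 3, and 2.78% ± 0.148 in female placentas (exact permutation test, two-sided, p = 0.2). Of 13 measured autosomal regulators and markers of trophoblast, 4 had a DMR higher in female (8 of 169 tiles) and 0 one higher in male placentas, the same when adjusted over the list alone, and 0 had one with edgeR, while without male 3 they were 3 and 1. Their promoter level was 2.85% in male 3, against 4.18% ± 1.47 over the male and 6.21% ± 0.551 over the female placentas. Gcm1, a regulator of syncytiotrophoblast formation, had 31.4% ± 4.72 and 51.0% ± 7.63 at an exon tile, and Elf5, a transcription factor of trophoblast stem cells, had 10.3% ± 4.45 and 25.7% ± 5.02 at its promoter, at 14 to 91 reads. The call of the tile in Gcm1 ended without male 2, without female 3 and with the covariate on both scales, and that of the tile in Elf5 without male 1. The difference in Gcm1, 18.4 percentage points, was 17.5 without male 2 and 14.1 without female 3. With the covariate it was 14.7 on the log2 and 11.9 on the linear scale. The difference in Elf5, 17.3, was 12.1 without male 1.

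Of 8 genes of the DNA methylation machinery, 4 had a DMR higher in female placentas (Dnmt1, Dnmt3a, Dnmt3b and Uhrf1, with 5 of the 120 tiles of the list called) and 0 one higher in male placentas, the same when adjusted over the list alone, 1 with edgeR and 3 without male 3. Uhrf1, which recruits Dnmt1 to replicated DNA, had 31.9% ± 18.1 in male placentas, with 11.1% in male 3, and 68.7% ± 6.55 in female placentas at an intron tile, at 18 to 286 reads, and the promoters of the list were at 0.592% ± 0.375 and 0.814% ± 0.217 (exact permutation test, two-sided, p = 0.4). Of 12 autosomal germline genes methylated in somatic tissue, 4 had a DMR higher in female (4 of 69 tiles) and 0 one higher in male placentas, 5 when adjusted over the list alone, 0 with edgeR, and 3 and 1 without male 3. Their promoters were at 34.0% ± 8.79, with 24.1% in male 3, and 39.7% ± 4.47 (exact permutation test, two-sided, p = 0.5). The X chromosome germline gene Taf7l had 37.7% ± 4.05 and 67.5% ± 8.73 at its promoter tile, at 19 to 170 reads.

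Among markers of other cell types, of 8 measured decidua markers, 1 had a DMR higher in female placentas (Hoxa10) and 1 a DMR higher in male placentas (Cryab, with 37.0% ± 3.05 and 27.8% ± 4.83), 1 and 0 when adjusted over the list alone and 1 and 0 with edgeR. In Hoxa10, 0 of 108 reads in male placentas were methylated, against a level of 11.3% ± 4.04 in female placentas, at 16 to 119 reads. If the 108 reads were independent, they would allow a male level of up to 2.78%. Reads counted at several CpGs are not independent, so the true limit can be higher. The pooled difference of 12.4 percentage points at this tile was 3.11 and 5.60 with the covariate on the log2 and linear scale and 9.09 without female 3, without a call. Its call also ended without male 1, where the difference was still 12.4 percentage points. The call of the tile in Cryab ended without male 1, male 2 or female 1 and with the covariate on both scales. Its difference, −10.4 percentage points, was −10.7, −7.78 and −7.56 without these libraries. With the covariate it was −12.2 on the log2 and −12.7 on the linear scale, so not every lost call came with a smaller difference. Of 11 endothelial and mesenchymal markers, 1 had a DMR higher in female placentas, Pecam1, with 39.3% ± 8.73 and 58.5% ± 6.77 at a tile not called with the covariate on the linear scale (9.69 percentage points), the same when adjusted over the list alone and 0 with edgeR, and promoters of the list were at 13.0% in male 3, against 16.6% ± 3.06 over the male and 18.0% ± 2.49 over the female placentas (exact permutation test, two-sided, p = 0.7). Of 4 measured fetal blood markers 0 had a DMR by logistic regression, when adjusted over the list alone or with edgeR, and their 1 measured promoter was at 1.70% ± 0.439 and 1.45% ± 0.353 (exact permutation test, two-sided, p = 0.5).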
